# A TonB-dependent receptor constitutes the outer membrane transport system for a lignin-derived aromatic compound

**DOI:** 10.1038/s42003-019-0676-z

**Published:** 2019-11-22

**Authors:** Masaya Fujita, Kosuke Mori, Hirofumi Hara, Shojiro Hishiyama, Naofumi Kamimura, Eiji Masai

**Keywords:** Applied microbiology, Bacterial genetics

## Abstract

TonB-dependent receptors (TBDRs) mediate substrate-specific transport across the outer membrane, utilizing energy derived from the proton motive force transmitted from the TonB−ExbB−ExbD complex located in the inner membrane (TonB system). Although a number of TonB systems involved in the uptake of siderophores, vitamin B12 and saccharides have been identified, their involvement in the uptake and catabolism of aromatic compounds was previously unknown. Here, we show that the outer membrane transport of a biphenyl compound derived from lignin is mediated by the TonB system in a Gram-negative bacterium capable of degrading lignin-derived aromatic compounds, *Sphingobium* sp. strain SYK-6. Furthermore, we found that overexpression of the corresponding TBDR gene enhanced the uptake of this biphenyl compound, contributing to the improved rate of platform chemical production. Our results will provide an important basis for establishing engineered strains optimized for use in lignin valorisation.

## Abstract (web summary)

Fujita et al. demonstrate that a TonB-dependent receptor (TBDR) is involved in the outer membrane transport of lignin-derived biphenyl in a Gram-negative bacterial strain capable of degrading lignin-derived aromatic compounds. They also show that overexpression of corresponding TBDR gene enhances uptake of the compound, providing basis for establishing engineered strains optimized for use in lignin valorization.

## Introduction

The cell envelope of Gram-negative bacteria comprises outer and inner membranes; therefore, nutrients must be passed through these two membranes to utilize them in the bacterial cells. In the outer membrane, transport of nutrients is achieved by passive transporters, such as porins and substrate-specific channels, and active transporters, TonB-dependent receptors (TBDRs)^1^. TBDRs mediate substrate-specific transport across the outer membrane, utilizing energy derived from the proton motive force transmitted from the TonB−ExbB−ExbD complex (TonB complex) located in the inner membrane (TonB system)^2,3^. A number of TonB systems involved in the uptake of siderophores, vitamin B12 and saccharides have been identified^4–6^. Although there are examples where the TonB system transports certain siderophores containing aromatic groups^7,8^, its involvement in the uptake and catabolism of aromatic compounds was previously unknown. It was envisaged that TBDRs would have more diverse functions than is currently known based on the fact that many Gram-negative bacteria have a large number of TBDR-like genes in their genomes, whose functions are unknown^9,10^.

Bacterial outer membrane transporters of aromatic compounds reported thus far have included passive transporters such as OpdK and OmpW, which are a vanillate-specific channel of *Pseudomonas aeruginosa* PAO1 and a naphthalene porin of *Pseudomonas fluorescens*, respectively^11,12^. Recently, novel functions of the active transporters, TonB-dependent receptors, have been documented, such as in the uptake of rare earth metals, membrane homeostasis, and secretion of proteins^13–15^. In addition, the upregulation of particular TBDR-like genes has been observed in *Sphingomonas wittichii* RW1 and a *Pseudomonas* strain during their growth in the presence of dioxin and vanillin, respectively, evoking the possibility that TBDRs participate in the outer membrane transport and catabolism of aromatic compounds^16,17^. Generally, TBDRs have a membrane-spanning barrel domain consisting of 22 antiparallel β-strands and an N-terminus region containing a short, conserved motif called the TonB box, which is essential for the interaction between TBDRs and the C-terminal region of TonB^2,18^. The inside of the β-barrel domain is filled with a plug domain that prevents nonspecific-substrate influx.

Lignin, a major component of plant cell walls, is the most abundant aromatic compound on Earth; thus, its industrial use is eagerly anticipated to achieve sustainable development. However, the effective utilization of lignin has not yet been established, mainly due to its structural complexity and recalcitrance^19^. Recently, the production of value-added chemicals from lignin through a combination of the chemical depolymerization of lignin and subsequent microbial conversion of the resulting low-molecular-weight aromatic compounds, known as ‘biological funneling’, has attracted considerable attention^20,21^. In nature, the biological degradation of lignin is thought to progress mainly via depolymerization by fungi and subsequent mineralization by bacteria of the resulting low-molecular-weight aromatic compounds^22^. Therefore, the elucidation of microbial lignin catabolism systems is extremely important not only for their application to microbial conversion of lignin into value-added chemicals but also for understanding the carbon cycle on Earth. *Sphingobium* sp. SYK-6 (a Gram-negative alphaproteobacterium) is the microorganism in which the catabolism of lignin-derived aromatic compounds has been best-characterized^20,23^. SYK-6 generates 2-pyrone-4,6-dicarboxylate (PDC), a promising platform chemical for the synthesis of highly functional polymers, as an intermediate metabolite in the catabolism of lignin-derived biaryls and monoaryls^23–25^. To date, a considerable portion of the catabolism of lignin-derived aromatic compounds in SYK-6 has been genetically and biochemically characterized. By using SYK-6 catabolic genes, PDC production from lignin-derived aromatic compounds has been achieved^26–28^. However, little is known about how these various lignin-derived aromatic compounds are transported into the cell across the outer and inner membranes. Recently, we identified the major facilitator superfamily transporter genes *pcaK* and *ddvK*, which are involved in the inner membrane transport of protocatechuate (PCA) and 5,5′-dehydrodivanillate (DDVA), respectively, in SYK-6^29,30^. Overexpression of *pcaK* and *ddvK* in a PDC-accumulating mutant of SYK-6 improved the rate of growth on substrates, substrate conversion and PDC production. Therefore, increased transporter gene expression should be able to enhance the production of metabolites from lignin derivatives. In contrast, the outer membrane transport of lignin-derived aromatic compounds, the initial stage of catabolism, remains largely unknown. In the SYK-6 genome (accession numbers AP012222 and AP012223), only one gene showed any similarity with known aromatic-compound porins, whereas there are 74 putative TBDR genes. Based on the fact that SYK-6 specializes in the degradation of lignin-derived aromatic compounds, we predicted the involvement of TBDR genes in the outer membrane transport of aromatic compounds^23^.

Here, we show that the outer membrane transport of a biphenyl compound derived from lignin is mediated by the TonB system in SYK-6. To our knowledge, this is the first report experimentally demonstrating the involvement of the TonB system in the outer membrane transport and catabolism of an aromatic compound. Furthermore, we found that overexpression of the corresponding TBDR gene enhanced the uptake of this biphenyl compound, thus contributing to the improved rate of platform chemical production from lignin-derived compounds.

## Results

### TBDR genes induced by lignin-derived aromatic compounds

SYK-6 has an *ompW*-like gene (SLG_38320), which has similarities with aromatic-compound porins reported in other bacteria. However, disruption of *ompW* did not affect the growth of SYK-6 on lignin-derived aromatic compounds (Supplementary Figs. 1–3). A phylogenetic tree was constructed based on the deduced amino acid sequence similarity between the 74 putative TBDR genes in SYK-6 and known TBDR genes (Supplementary Table 1). This analysis showed that 25 and 28 SYK-6 TBDRs could be classified into two specific clades separated from those including the known TBDRs (Fig. 1a). This fact suggests that these TBDRs may have unknown functions.

**Fig. 1:**
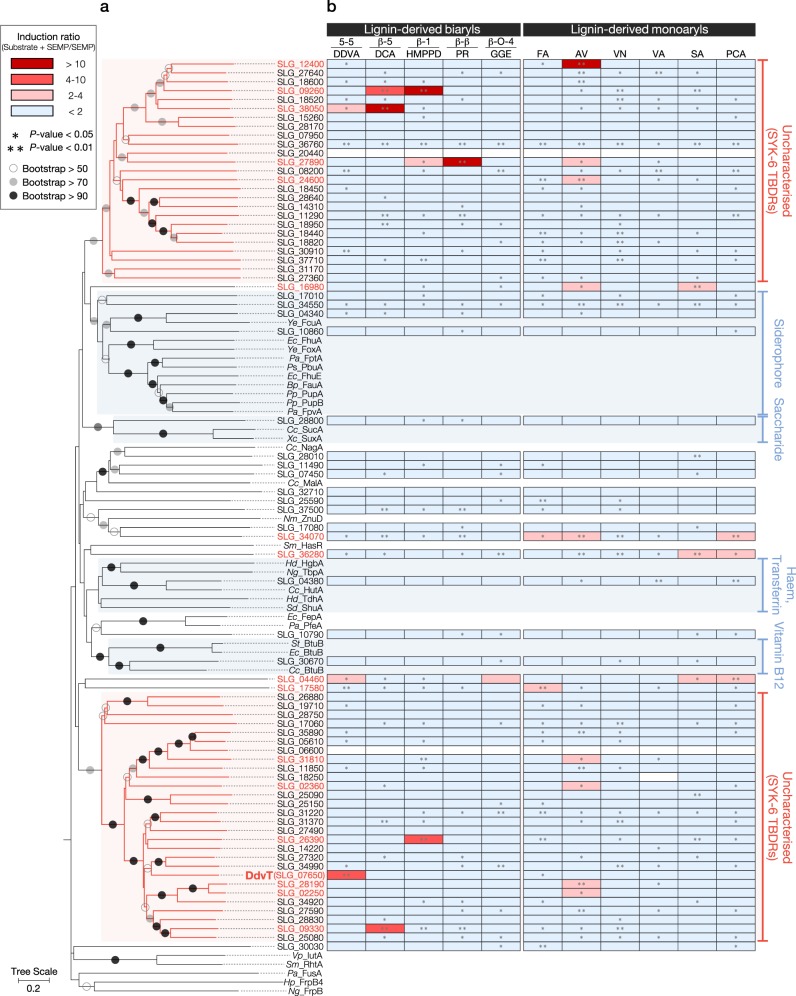
*Sphingobium* sp. strain SYK-6 has a number of TBDR genes of unknown function which are specifically induced in the presence of lignin-derived aromatic compounds. **a** A phylogenetic tree based on the alignment of the deduced amino acid sequences of the 74 putative TBDR genes in SYK-6 with those of the TBDR genes of known function (Supplementary Table 1). Bootstrap values (based on 1000 replicates) are shown at the branch points. **b** A heat map showing the fold change in the expression of each TBDR gene in cells grown in Wx minimal medium containing SEMP^37^ with lignin-derived aromatic compounds versus those grown without lignin-derived aromatic compounds, as determined by DNA microarray analysis. Lignin-derived aromatic compounds used for the DNA microarray analysis were: DDVA, 5,5′-dehydrodivanillate (5-5 type); DCA, dehydrodiconiferyl alcohol (β-5 type); HMPPD, 1,2-bis(4-hydroxy-3-methoxyphenyl)-propane-1,3-diol (β-1 type); PR, pinoresinol (β-β type); GGE, guaiacylglycerol-β-guaiacyl ether (β-O-4 type); FA, ferulate; AV, acetovanillone; VN, vanillin; VA, vanillate; SA, syringate; PCA, protocatechuate. The chemical structures of these compounds are shown in Supplementary Fig. 1. Induction ratios were calculated as described in the Methods. The *P* value of each field without an asterisk, *P* > 0.05 (one-way ANOVA with Dunnett’s multiple comparisons post-test).

The expression patterns of all TBDR genes in SYK-6 cells incubated in Wx minimal medium containing SEMP (10 mM sucrose, 10 mM glutamate, 20 mg l^−1^ methionine and 10 mM proline) in the presence and absence of lignin-derived aromatic compounds were investigated by DNA microarray analysis. 

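Cells were incubated in Wx-SEMP with 1 of 11 compounds or in Wx-SEMP alone (SEMP), with 3 cultures per condition. Labelled cDNA of each culture was hybridized, beside labelled genomic DNA, to a custom array with 5538 spots for 4295 genes. The cDNA values of 33 arrays from cells with a compound and of 3 arrays from SEMP cells are analysed here, and all 11 compounds share these 3 SEMP arrays. The methods give 5 mM and 6 h for DDVA, HMPPD, GGE, FA, AV and VN, 5 mM and 2 h for PCA, and 2 mM and 2 h for DCA and PR. For SEMP cells they give 2 h, and for VA and SA neither a dose nor a time. The labels of the deposited samples instead give 10 mM and 6 h for every compound and 6 h for SEMP. Where the methods hold, a compound given for 6 h differs from its control in harvest time as well. The samples taken as DCA, the β-5 type compound of the paper, are labelled phenylcoumarane, a match inferred from the type of compound.
The authors deposited the intensity of each spot as scanned, with its local background and before any normalization, and the mean of the pixels of a spot is used here. Each array with a compound was set against the SEMP array of the same replicate number, as in the in silico pairs of the authors. Background was corrected by normexp with an offset of 50, log2(compound/SEMP) was normalized by loess within each of the 40 subgrids, and the spots of a gene were averaged. A mean over the 3 pairs of a compound was tested against 0 with limma in 1 fit to all 33 pairs, with Benjamini-Hochberg adjustment over the 4295 genes. Genes are called higher or lower at an adjusted p under 0.05 and a change of at least 2-fold. Locus tags and products are those of the array files, and genome positions were not used here.
Under AV, 465 genes were called and under VA 170. The order of the compounds below AV changes with the processing, as loess over the whole array gave 227 genes under VA and 181 under DDVA, and median centring 330 under VA and 242 under DCA. The median signal was 3.56 to 4.19 times the background on the SEMP arrays and 1.77 (VA replicate 3) to 11.4 (PR replicate 1) times on the arrays with a compound. The scan of SA replicate 1 carries no gene identifiers, and its spots were named by their position on the array. Spots called empty made up 24.3% of SA replicate 1 and 14.2% of VA replicate 3, and 2.29 to 6.61% of every other array. By the numbers in the names of their images, the arrays were scanned in 9 batches. Only the AV arrays share a batch with the SEMP arrays, so that for the other 10 compounds the comparison with SEMP is also one between batches. DCA and VA share a batch, as do VN and PCA, and PR and replicate 1 of HMPPD. The number of arrays, 3 per condition, limits the precision.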

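In cells incubated with lignin-derived aromatic compounds, 12 of the 74 TBDR genes measured were at least 2-fold higher than in SEMP cells under at least 1 compound. Of these, 9 passed that threshold under 1 compound and 3 under more than 1, giving 16 induced pairs of gene and compound among the 814 tested. These counts were the same, 12 genes and 16 pairs, when adjusted over the list alone, but rose to 16 genes and 25 pairs with plain subtraction of the background, 15 and 25 with loess over the whole array, and 16 and 20 with median centring. The largest rise was that of SLG_38050 under DCA, 13.8-fold (SD 1.13 over the folds of the n = 3 pairs), followed by SLG_09260 under HMPPD, 10.4-fold (SD 1.39).
Under DCA, SLG_09330 rose as well, 7.37-fold (SD 1.13). Under HMPPD, SLG_26390 rose 4.40-fold (SD 0.174) and SLG_27890 2.57-fold (SD 0.340). Under PR, SLG_27890 rose 5.87-fold (SD 0.590). Acetovanillone raised 3 TBDR genes, SLG_12400 by 4.26-fold (SD 0.674), SLG_02250 by 3.00-fold (SD 0.921) and SLG_24600 by 2.36-fold (SD 0.443). Syringate raised SLG_36280 by 4.12-fold (SD 0.928), SLG_04460 by 3.28-fold (SD 1.34) and SLG_24600 by 2.03-fold (SD 0.559). SLG_04460 was also higher under PCA, 3.27-fold (SD 0.379), and ferulate raised SLG_17580 by 2.83-fold (SD 0.450). Under VA, VN and GGE, 0 TBDR genes were called higher by limma, against 13, 9 and 8 at an unadjusted p under 0.05.
Each of these genes was higher in 3 of 3 pairs. The adjusted p from limma was 3.67e-28 for SLG_38050 under DCA, 2.16e-22 for SLG_09260 under HMPPD, 4.61e-20 for SLG_12400 under AV and 1.80e-05 for SLG_04460 under SA. The call of SLG_04460 under SA ended with median centring in place of loess, at a log2 ratio of 0.93, and that of SLG_24600 under SA without replicate 1 (0.82), with median centring (0.47), with loess over the whole array (0.75) and without background correction (0.71).

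**Figure D1:**
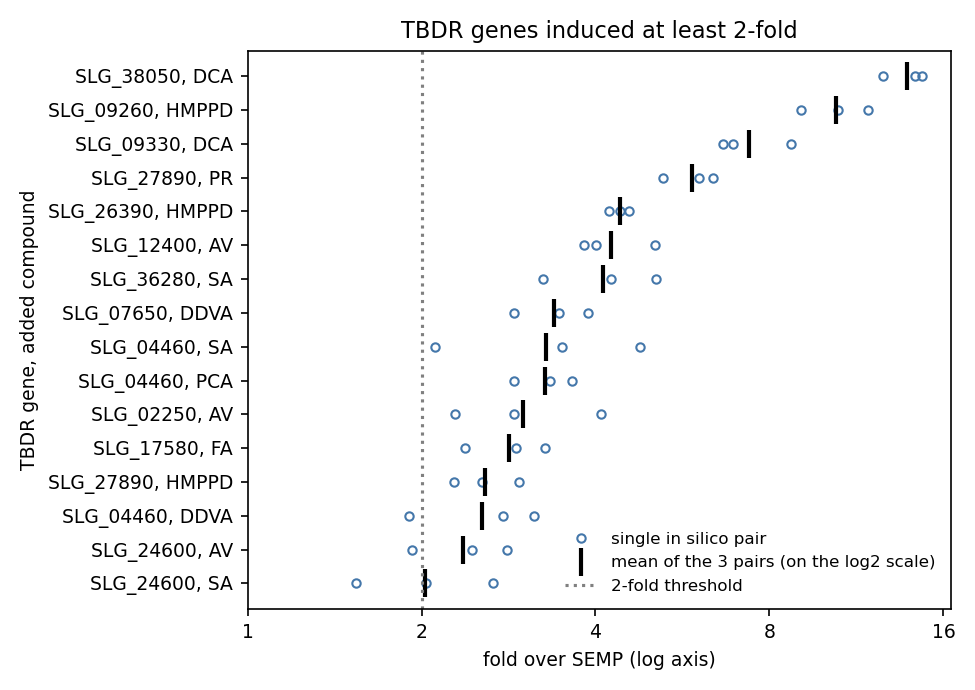
Fold over SEMP (log axis) of the 16 pairs of TBDR gene and compound past the 2-fold threshold, with a circle for each of the 3 in silico pairs and a bar for their mean on the log2 scale. SLG_38050 under DCA (13.8-fold) and SLG_09260 under HMPPD (10.4-fold) lie highest, and the dotted line marks 2-fold.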

We found that the transcription of 17 TBDR genes was specifically induced and increased 2–35-fold during growth with lignin-derived aromatic compounds, including guaiacylglycerol-β-guaiacyl ether (GGE; β-O-4 type), dehydrodiconiferyl alcohol (DCA; β-5 type) and DDVA (5-5 type) (Fig. 1b, Supplementary Table 2). Among these genes, the expression of SLG_07650 was induced 4.87-fold during growth with DDVA. 

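With DDVA, SLG_07650 was 3.39-fold higher than in SEMP cells (SD 0.502 over the folds of n = 3 pairs, which were 2.89, 3.47 and 3.89). This fold depends on the processing. It was larger with plain subtraction of the background and in the authors' value table, and smaller with median centring and loess over the whole array. SLG_07650 lies among genes that rose with it. Of the 18 genes with locus tags SLG_07630 to SLG_07800, taken as the DDVA gene region, 11 were higher, 0 lower and 7 not called (17 higher and 0 lower at an unadjusted p under 0.05 from limma). The 3 catabolic enzyme genes of the region rose, ligX (SLG_07770), the oxygenase component of DDVA O-demethylase, by 3.07-fold (SD 0.287), ligY (SLG_07750), a meta-cleavage compound hydrolase, by 2.77-fold (SD 0.0458), and ligZ (SLG_07720), an OH-DDVA dioxygenase, by 2.21-fold (SD 0.0512). Larger rises were those of SLG_07690, a hypothetical protein, 9.04-fold (SD 0.560), and SLG_07660, an acyl-CoA synthetase, 7.67-fold (SD 0.989).
The other members that rose were SLG_07730 (4.88-fold), SLG_07700, a putative esterase (3.64-fold), SLG_07740, a putative aldolase (3.21-fold), SLG_07670, a putative enoyl-CoA hydratase (3.06-fold), and SLG_07760 (2.96-fold). Counting DDVA, SLG_07760 was called higher under 4 compounds, SLG_07730 under 3 and SLG_07670 under 2. The other called genes of the region were called higher under DDVA alone. Among those not called, SLG_07780, a MarR family transcriptional regulator, had 1.42-fold and SLG_07710, a major facilitator superfamily protein, 1.31-fold (adjusted p = 0.00932). SLG_07630 and SLG_07640, both annotated as acyl-CoA dehydrogenases, had 1.44-fold and 1.51-fold, SLG_07680 1.58-fold, SLG_07790 1.68-fold and SLG_07800 1.16-fold.
The log2 ratio of SLG_07650 was 1.76 (standard error 0.147, adjusted p = 2.68e-10 from limma). At the same threshold, 11 genes of the region were higher when adjusted over the list alone. As a set, the region was higher relative to all other genes (camera of limma, adjusted p = 3.24e-20, and 2.60e-05 with an estimated correlation). The 2 spots of ligZ gave log2 ratios of -0.03 and 2.31 and those of ligX 0.16 and 3.08, so that the mean of each gene lies between spots that disagree. The call of SLG_07760 ended with median centring, at a log2 ratio of 0.90.

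**Figure D2:**
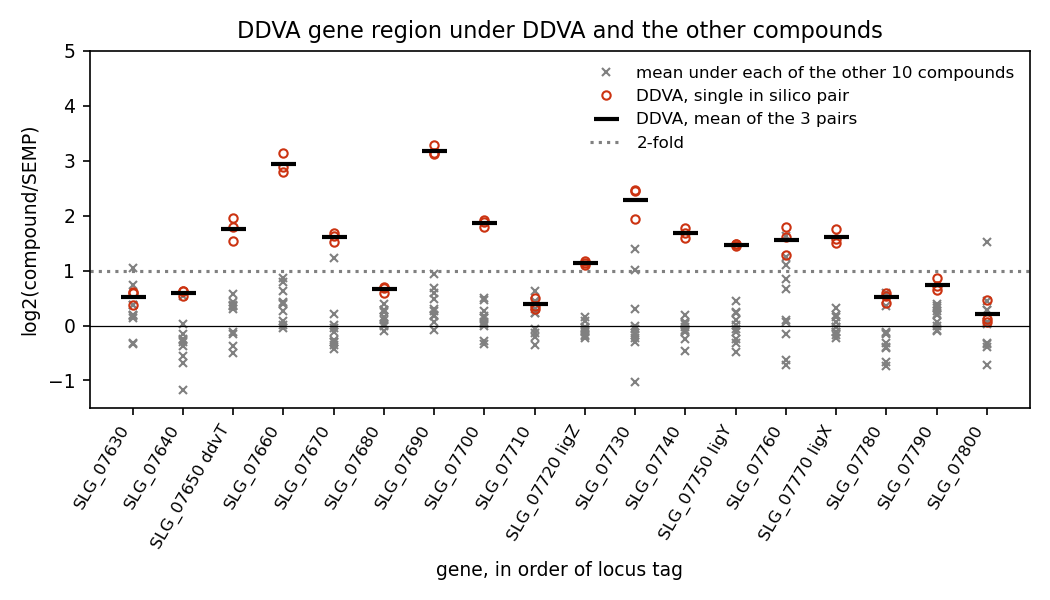
log2(compound/SEMP) of the 18 genes of the DDVA gene region in order of locus tag, with a circle for each of the 3 DDVA pairs, a bar for their mean and a cross for the mean under each of the other 10 compounds. Under DDVA, 11 genes lie above the dotted 2-fold line, SLG_07690 and SLG_07660 the highest.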

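Besides genes of this region, DDVA raised others of C1 metabolism and of aromatic catabolism. Of the 4295 genes on the array it raised 104 and lowered 71 (50 and 202 with median centring), and the largest rise was that of SLG_12940, the gamma subunit of an NAD-dependent formate dehydrogenase, 9.14-fold (SD 1.51, n = 3 pairs). The beta and alpha subunits, SLG_12930 and SLG_12910, rose by 6.87-fold and 4.44-fold. Vanillate/3-O-methylgallate O-demethylase, ligM (SLG_12740), which passes methyl groups to tetrahydrofolate, rose 6.12-fold (SD 0.290). These rises are not particular to DDVA. Of the 11 compounds, 9 raised SLG_12930 and ligM, 8 raised SLG_12940, and 7 raised SLG_12910 and desA (SLG_25000), all against the same SEMP arrays. Under FA, SLG_12940 rose 10.15-fold.
Of 9 genes of C1 metabolism, 6 were higher, 0 lower and 3 not called, among them ligH, a formyltetrahydrofolate synthetase (3.27-fold), desA (SLG_25000), syringate O-demethylase (2.55-fold), and metF, methylenetetrahydrofolate reductase (2.46-fold). As a set they were higher (camera of limma, adjusted p = 8.25e-08, and 0.00289 with an estimated correlation). Of 38 genes of aromatic catabolism, 9 were higher and 0 lower, among them desB, gallate dioxygenase (2.62-fold), SLG_37520, a protocatechuate dioxygenase subunit (2.71-fold), and ligC (2.13-fold). That set was called at adjusted p = 0.00305, but not with an estimated correlation (adjusted p = 0.109). It shares ligM, ligH, desA and ligX with C1 metabolism and ligX, ligY and ligZ with the DDVA gene region, so that 6 of its 9 higher genes, and 5 of the 6 of C1 metabolism, lie outside the region, whose members are included in both tests.
Of 15 genes of the TCA cycle, 4 were higher and 0 lower, sdhA (2.87-fold), sucB (2.67-fold), sucA (2.43-fold) and acnA (2.17-fold). The set itself was not called (adjusted p = 0.138), and with median centring each of these 4 genes was under 2-fold. Methionine synthesis (5 genes) had metX (2.09-fold) and metF higher and metK, S-adenosylmethionine synthase, which uses methionine, lower (2.62-fold). Of 42 efflux pump genes, 1 was higher, SLG_07990 (3.39-fold), and 3 were lower, each between 2.01-fold and 2.03-fold. Each of these 3 falls ended when 1 replicate was left out, SLG_07490 and SLG_34610 without replicate 2 (log2 ratios -0.97 and -0.95) and SLG_30140 without replicate 3 (-0.94), as did the rise of SLG_23390, the last of the 6 genes of C1 metabolism, without replicate 1 (0.96). In the chaperones and heat shock list (19 genes), groEL was higher (2.13-fold), in the flagellum and chemotaxis list (43) flgH (2.17-fold), among MarR-type regulators (27) SLG_12870 (2.79-fold), and among TetR-type regulators (14) SLG_14060 (2.62-fold). Of these, groEL, flgH and SLG_14060 were under 2-fold with median centring. Of 20 genes of oxidative stress, SLG_28530, a chloride peroxidase, was lower (2.51-fold), and of 11 genes of the TonB complex, SLG_34540 (2.97-fold).
By limma, 0 members were called higher or lower in the lists of ribosomal proteins (56 genes, 19 higher and 13 lower at an unadjusted p under 0.05), ATP synthase (12 genes, 6 higher and 1 lower), major facilitator transporters (39 genes, 8 higher and 6 lower), porins and other outer membrane proteins (5 genes, 0 higher and 2 lower) and glutamate and proline use (6 genes, 2 higher and 1 lower). For all lists the counts of called genes were the same when adjusted over the list alone. The 74 TBDR genes as a set were not called (adjusted p = 0.412). By cameraPR, which uses the moderated statistics, the TCA cycle was called as well (adjusted p = 0.0284), and the chaperones only with the shared SEMP array as a block (adjusted p = 0.0459, against 0.123 without it). Median and mean log2 ratio differ in sign for the TBDR genes of Supplementary Table 2 (-0.07 and 0.12), the major facilitator transporters (-0.08 and 0.03) and the TetR-type regulators (-0.08 and 0.08).
Other large rises under DDVA were those of SLG_21260, a hypothetical protein (4.91-fold), SLG_08190, a putative sugar transporter (3.91-fold), and ocd, ornithine cyclodeaminase (3.69-fold). The largest falls were those of 3 neighbours by locus tag, SLG_27180, a hypothetical protein (81.8-fold lower), SLG_27190, an ArsR family regulator (19.9-fold lower), and metE (SLG_27170), a cobalamin-independent methionine synthase (11.0-fold lower). SLG_36750 (7.30-fold), SLG_10570 (7.21-fold), SLG_32810 (4.84-fold), SLG_19780 (4.80-fold) and SLG_03600 (4.57-fold) were lower as well. Most of these falls were shared with other compounds. SLG_27190, SLG_36750 and SLG_10570 were called lower under all 11, SLG_27180 under 10, metE under 9 and SLG_32810 under 8. SLG_19780 was called lower under 5 and SLG_03600 under 2.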

The SLG_07650 gene is located upstream of the DDVA catabolic genes cluster, which includes genes for catabolic enzymes (*ligXa, ligZ* and *ligY*), an inner membrane transporter (*ddvK*), and a MarR-type transcriptional regulator (*ddvR*) that negatively regulates *ligXa* expression (Fig. 2a, b)^30^. The BOCTOPUS2 program predicted that the gene product of SLG_07650 forms a membrane-spanning barrel domain, comprising 22 antiparallel β-strands, which is a typical feature of TBDRs (Supplementary Fig. 4). In addition, the presence of an N-terminal signal sequence and a subsequent plug domain-like sequence were predicted. We hypothesized that SLG_07650 is involved in the uptake of DDVA, and designated this gene *ddvT*.

**Fig. 2:**
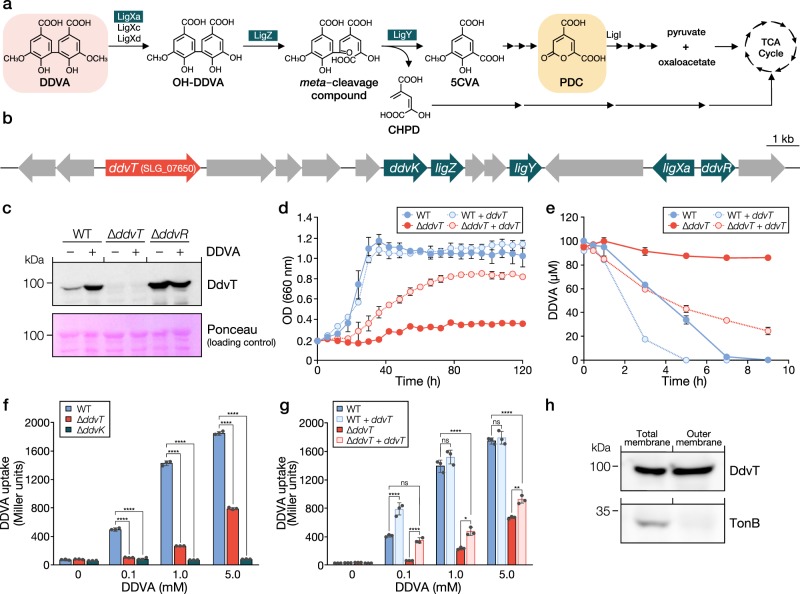
*ddvT* encodes the outer membrane transporter of DDVA. **a** The catabolic pathway of DDVA in SYK-6 cells. Enzymes: LigXa, oxygenase component of DDVA *O*-demethylase; LigXc, ferredoxin; LigXd, ferredoxin reductase; LigZ, OH-DDVA dioxygenase; LigY, *meta*-cleavage compound hydrolase; LigI, PDC hydrolase. Compounds: OH-DDVA, 2,2′,3-trihydroxy-3′-methoxy-5,5′-dicarboxybiphenyl; CHPD, 4-carboxy-2-hydroxypenta-2,4-dienoate; 5CVA, 5-carboxyvanillate; PDC, 2-pyrone-4,6-dicarboxylate. **b** Organization of the DDVA catabolic genes. Genes: SLG_07650 (*ddvT*), DDVA outer membrane transporter; *ddvK*, DDVA inner membrane transporter; *ddvR*, MarR-type transcriptional regulator. **c** Western blot analysis using anti-DdvT antibodies performed against total membrane fractions (10 μg of protein) obtained from cells of SYK-6, ∆*ddvT* and ∆*ddvR* incubated in LB supplemented with or without 1 mM DDVA. Ponceau S staining is shown as loading control. **d** Growth of ∆*ddvT* cells on DDVA. Cells of SYK-6(pSEVA338 [vector]), SYK-6(pS-ddvT), ∆*ddvT*(pSEVA338) and ∆*ddvT*(pS-ddvT) were cultured in Wx medium containing 5 mM DDVA. Cell growth was monitored by measuring the OD_660_. **e** DDVA conversion by resting cells of ∆*ddvT*. Cells (OD_600_ = 5.0) of SYK-6(pSEVA338), SYK-6(pS-ddvT), ∆*ddvT*(pSEVA338) and ∆*ddvT*(pS-ddvT) were incubated with 100 µM DDVA. Portions of the reaction mixtures were collected and the amount of DDVA was measured by HPLC. **f** DDVA uptake by ∆*ddvT* cells. The β-galactosidase activities of cells of SYK-6(pS-XR), ∆*ddvT*(pS-XR) and ∆*ddvK*(pS-XR) incubated in Wx-SEMP with or without DDVA (0.1, 1.0 and 5.0 mM) were measured. **g** DDVA uptake by *ddvT*-complemented ∆*ddvT* cells. The β-galactosidase activities of cells of SYK-6(pSEVA338 + pS-XR), SYK-6(pS-ddvT + pS-XR), ∆*ddvT*(pSEVA338 + pS-XR) and ∆*ddvT*(pS-ddvT + pS-XR) incubated in Wx-SEMP with or without DDVA (0.1, 1.0 and 5.0 mM) were measured. Each value is the average ± the standard deviation of *n* = 3 independent experiments. ns, *P* > 0.05, *P < 0.05, **P *<* 0.01, ****P < 0.0001 (one-way ANOVA with Dunnett’s multiple comparisons post-test). **h** Cellular localization of DdvT in SYK-6 cells. Western blot analysis using anti-DdvT and anti-His6 antibodies was performed against the total membrane fraction (10 μg of protein) and the outer membrane fraction (10 μg of protein) obtained from SYK-6 cells harbouring pJB-tonB2His grown in LB containing 1 mM *m*-toluate.

### DdvT mediates the outer membrane transport of DDVA

We performed western blot analysis using anti-DdvT antibodies against total membrane fractions obtained from SYK-6, *ddvT* mutant (∆*ddvT*, Supplementary Fig. 2), and *ddvR* mutant (∆*ddvR*) cells grown with or without 1 mM DDVA. DdvT was not detected in ∆*ddvT* cells, whereas production of DdvT in the wild type was highly induced during growth with DDVA (Fig. 2c, Supplementary Fig. 15a). In ∆*ddvR* cells, DdvT was produced in almost equal quantities to the wild-type cells incubated with DDVA, regardless of the presence or absence of DDVA, indicating that the expression of *ddvT* is negatively regulated by DdvR.

The growth of ∆*ddvT* cells on lignin-derived aromatic compounds was examined. Growth retardation was observed, specifically with DDVA (Fig. 2d, Supplementary Fig. 5a). Furthermore, resting cells of ∆*ddvT* almost lost the ability to convert DDVA, whereas the same resting cells could convert other lignin-derived aromatic compounds as efficiently as the wild type (Fig. 2e, Supplementary Fig. 5b). Next, we evaluated DDVA uptake by ∆*ddvT* cells using a DDVA-uptake assay, which we had developed using the DdvR transcriptional regulation system with *lacZ* as the reporter^30^. When SYK-6 cells harbouring the reporter plasmid carrying *ddvR* and a transcriptional fusion of a *ligXa* promoter region and *lacZ* are incubated without DDVA, expression of *lacZ* is heavily repressed by DdvR. In the presence of DDVA, DDVA is incorporated into cells and the repression by DdvR is ended. Therefore, intercellular DDVA can be indirectly monitored by measuring LacZ activity. This assay showed that DDVA uptake by ∆*ddvT* cells was completely lost when they were incubated with 100 μM DDVA, as was seen with ∆*ddvK* cells (Fig. 2f). However, when ∆*ddvT* cells were incubated with 1 and 5 mM DDVA, the uptake of DDVA was estimated to be around 20% and 40% of that of the wild type, respectively. These results suggest that other transporter(s) are also involved in the outer membrane transport of DDVA under high concentrations. The introduction of *ddvT* into ∆*ddvT* cells restored their growth on DDVA, DDVA conversion and DDVA uptake (Fig. 2d, e, g). Additionally, the introduction of *ddvT* into SYK-6 cells considerably enhanced their DDVA conversion and uptake (Fig. 2e, g). Taken together, these results indicate that DdvT is involved in the uptake of DDVA. The growth of *ddvT*-complemented ∆*ddvT* on DDVA and its DDVA uptake (1 and 5 mM) were not fully recovered. These phenomena are most likely due to the low expression of *ddvT* resulting from the foreign promoter in the vector (Supplementary Figs. 6, 15b). 

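Besides ddvT, SLG_04460 was higher with DDVA than in SEMP cells, 2.55-fold (SD 0.633 over the folds of n = 3 pairs, which were 2.77, 3.13 and 1.90). SLG_38050 was 1.48-fold higher (SD 0.105), above SEMP in 3 of 3 pairs but under the 2-fold threshold. The gene ompW (SLG_38320), which encodes an outer membrane protein, had a ratio of 1.25-fold (SD 0.305), higher in 2 of 3 pairs. Its level passed 2-fold under AV, VA, VN, HMPPD and FA, with log2 ratios of 3.31, 2.69, 2.28, 1.58 and 1.06, the last falling under 2-fold without replicate 1 (0.97).
The log2 ratio under DDVA was 1.35 for SLG_04460 (standard error 0.284, adjusted p = 4.17e-04 from limma), 0.57 for SLG_38050 (standard error 0.051, adjusted p = 1.10e-09) and 0.32 for ompW (standard error 0.209, adjusted p = 0.248). SLG_04460 was higher under DDVA than under AV, FA, HMPPD and VN, which have the same dose and time in the methods, by log2 differences of 2.48, 2.31, 1.73 and 1.27. Against GGE at that dose and time its difference was 0.39 (95% confidence interval -0.40 to 1.19, adjusted p = 0.444). The call of SLG_04460 under DDVA ended with median centring, at a log2 ratio of 0.85. The ompW signal was above background on 2 of 3 DDVA arrays.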

We also assessed DDVA uptake by mutants of SLG_04460 and SLG_38050, whose transcription was induced 2.64- and 2.00-fold, respectively, during growth on DDVA, and by ∆*ompW*. However, these mutant cells exhibited almost the same level of DDVA uptake as that of the wild-type cells (Supplementary Figs. 2 and 7, Supplementary Table 2).

### Cellular localization of DdvT

In order to investigate cellular localization of DdvT, a C-terminal His-tagged SLG_34540 encoding a TonB gene was first introduced into SYK-6 cells via a plasmid, so that the SLG_34540 product could act as an inner membrane marker. Using total and outer membrane fractions prepared from the above cells, we performed western blotting with anti-DdvT and anti-His6 antibodies. TonB was detected only in the total membrane fraction, whereas DdvT was detected in both fractions, indicating that DdvT is localized in the outer membrane (Fig. 2h, Supplementary Fig. 15c).

### The TonB box is important for DDVA uptake by DdvT

At the N-terminus of SYK-6 TBDRs we found a conserved sequence consisting of XXXT (where X is a hydrophobic amino acid), which is similar to the TonB box^18^. DdvT contains IIVT spanning positions 40−43 (Supplementary Fig. 8). Because mutations of the TonB box have been reported to reduce substrate uptake and interactions between TBDR and TonB, alanine mutations were introduced into the highly conserved V42 and T43 residues of DdvT^31^. Both the V42A mutant and the T43A mutant showed reduced growth on DDVA and rates of DDVA conversion compared with ∆*ddvT* *+* *ddvT* (Fig. 3a, b, Supplementary Figs. 9, 15d). The T43A mutant also displayed a substantial decrease in DDVA uptake (Fig. 3c). When alanine mutations were introduced into both V42 and T43, the growth of this double mutant on DDVA, its DDVA conversion and its DDVA uptake decreased to levels comparable with ∆*ddvT*. Thus, V42 and T43 are important residues, which comprise the TonB box of DdvT. Based on all the results obtained above, we concluded that DdvT is the novel outer membrane transporter of DDVA.

**Fig. 3:**
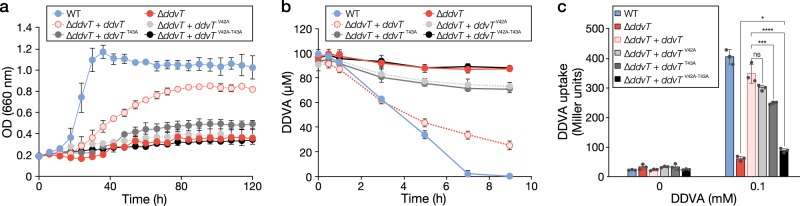
The TonB box in DdvT is important for DDVA uptake. **a** Growth of TonB box mutant cells on DDVA. Cells of SYK-6(pSEVA338 [vector]), ∆*ddvT*(pSEVA338), ∆*ddvT*(pS-ddvT), ∆*ddvT*(pS-ddvT^V42A^), ∆*ddvT*(pS-ddvT^T43A^) and ∆*ddvT*(pS-ddvT^V42A-T43A^) were cultured in Wx medium containing 5 mM DDVA. **b** DDVA conversion by resting cells of TonB box mutants. Cells of SYK-6(pSEVA338), ∆*ddvT*(pSEVA338), ∆*ddvT*(pS-ddvT), ∆*ddvT*(pS-ddvT^V42A^), ∆*ddvT*(pS-ddvT^T43A^) and ∆*ddvT*(pS-ddvT^V42A–T43A^) were incubated with 100 µM DDVA. **c** DDVA uptake by TonB box mutant cells. The β-galactosidase activities of cells of SYK-6(pSEVA338 + pS-XR), ∆*ddvT*(pSEVA338 + pS-XR), ∆*ddvT*(pS-ddvT + pS-XR), ∆*ddvT*(pS-ddvT^V42A^ + pS-XR), ∆*ddvT*(pS-ddvT^T43A^ + pS-XR) and ∆*ddvT*(pS-ddvT^V42A–T43A^ + pS-XR) incubated in Wx-SEMP with or without 100 µM DDVA were measured. Each value is the average ± the standard deviation of *n* = 3 independent experiments. ns, *P* > 0.05, *P < 0.05, ***P < 0.001, ****P < 0.0001 (one-way ANOVA with Dunnett’s multiple comparisons post-test).

In general, substrate uptake by porins is effective under high substrate concentrations because they transport substrates nonspecifically based on the substrate’s concentration gradient. In contrast, TBDRs and substrate-specific channels are effective under low substrate concentrations since they show high substrate affinities of the order of nM and µM−mM, respectively^1,2,32^. The ∆*ddvT* mutant completely lost the ability to uptake and convert DDVA under low concentrations, indicating that SYK-6 depends on DdvT for the outer membrane transport of low concentrations of DDVA (Fig. 2e–g). Outer membrane transport systems are known to vary among bacteria. For example, substrate uptake by *Pseudomonas* is primarily dependent on substrate-specific channels, and therefore this genus exhibits high levels of antibiotic resistance by suppressing the influx of nonspecific substrates^33^. SYK-6 may utilize a number of TBDRs for its outer membrane substrate transport, instead of porins and substrate-specific channels. 

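Each of the 28 pairs of gene and compound in Supplementary Table 2 was compared with the mean of the other 10 compounds, a contrast in which the SEMP arrays cancel. TBDR genes were higher under the listed compound than in that mean in 25 of the 28 pairs, and at least 2-fold higher in 15. A pair above the mean can still lie below another compound. SLG_27890 had a log2 ratio over SEMP of 1.36 under HMPPD and 2.55 under PR, and SLG_09260 0.87 under DCA and 3.38 under HMPPD. The table was chosen by the study on these samples, so these counts are not independent evidence. SLG_38050 under DCA stood furthest above the other compounds, by a log2 difference of 3.54 (standard error 0.051), followed by SLG_09260 under HMPPD, 3.20 (standard error 0.053).
SLG_09330 under DCA was higher by 2.58, SLG_26390 under HMPPD by 2.44, SLG_12400 under AV by 2.27 and SLG_27890 under PR by 2.20. For ddvT under DDVA the difference was 1.64 (standard error 0.111, adjusted p = 8.20e-12 from limma). SLG_36280 under SA was higher by 1.88, SLG_02250 under AV by 1.64, and SLG_24600 under AV by 1.28. SLG_04460 was higher by 1.46 under PCA and under SA and by 1.06 under DDVA (adjusted p = 0.00407). The 3 pairs not above the mean of the other compounds were SLG_27890 under AV (0.07, adjusted p = 0.370), SLG_04460 under GGE (0.63, adjusted p = 0.0686) and SLG_38050 under DDVA (0.002, adjusted p = 0.980). That mean includes compounds under which the same gene was called higher: DCA in the last pair, PR and HMPPD for SLG_27890, and PCA, DDVA and SA for SLG_04460. Because same-numbered pairs share a SEMP array, that array entered the fit as a random block, with a correlation of 0.279.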

Based on the fact that the transcription of 16 TBDR genes other than *ddvT* was specifically induced during growth with lignin-derived aromatic compounds, it seems likely that these compounds are taken up by TBDRs (Fig. 1). It appears that SYK-6 switches TBDRs via substrate-specific inducible expression in order to facilitate the uptake of necessary nutrients. 

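At the same dose and time in the methods, compounds that differ in structure differed in the level of several TBDR genes. Between DCA (β-5 type) and PR (β-β type), SLG_38050 was 13.6-fold higher with DCA (log2 difference 3.76, 95% confidence interval 3.62 to 3.90), and SLG_27890 was 5.76-fold higher with PR. Acetovanillone, a ketone, gave 4.98-fold more SLG_12400 than the aldehyde vanillin (log2 difference 2.32, interval 2.14 to 2.49). HMPPD (β-1 type) gave 9.41-fold more SLG_09260 and 5.30-fold more SLG_26390 than GGE (β-O-4 type). The level of ddvT was higher with DDVA (5-5 type) than with FA, HMPPD, GGE, AV and VN, by log2 differences of 2.26, 1.92, 1.89, 1.45 and 1.33.
SLG_09330 was higher with DCA than with PR by a log2 difference of 2.42 (interval 2.16 to 2.68). With AV, SLG_02250 and SLG_24600 stood above VN by 1.54 (interval 1.15 to 1.93) and 1.24 (interval 0.96 to 1.51). SLG_27890 was higher with HMPPD than with GGE by 0.73 (interval 0.55 to 0.91). SLG_17580 was higher with ferulate than with AV, GGE, VN and HMPPD by 2.09, 1.60, 1.48 and 1.03. No difference was detected between AV and FA for SLG_34070 (-0.04, interval -0.26 to 0.19, adjusted p = 0.793). The adjusted p from limma was 2.89e-25 for SLG_38050 between DCA and PR, 2.56e-18 for SLG_12400 between AV and VN, 4.46e-23 for SLG_09260 between HMPPD and GGE, and 5.02e-08 for ddvT between DDVA and VN. These contrasts are between scan batches. Within a batch, SLG_38050 and SLG_09330 were higher with DCA than with VA, for which the methods state no dose or time, by 3.50 and 2.35 (adjusted p = 1.98e-24 and 2.67e-14), a comparison chosen after the values were seen. SLG_12400, SLG_02250 and SLG_24600 were called higher with AV than in SEMP cells, which share its batch. Replicate 1 of HMPPD had 10.5-fold more SLG_09260 than its SEMP pair, and PR, scanned with it, 1.02-fold. The DDVA, FA and GGE arrays were each scanned apart, so that for the contrasts of ddvT and SLG_17580 the batch and the compound cannot be told apart.
TBDR genes also fell: 11 of the 74 were at least 2-fold lower than in SEMP cells under at least 1 compound, in 37 pairs of gene and compound (37 when adjusted over the list alone). SLG_36760 was lower under all 11 compounds, by 5.71-fold (HMPPD) to 13.7-fold (FA). SLG_34550, annotated as an iron complex outer membrane receptor, was lower under 10 compounds, with PR the exception, by 2.11-fold (DCA) to 6.25-fold (SA). SLG_27360 was lower under 6 compounds, at most 3.62-fold (AV). SLG_02360 was lower under PCA and FA and SLG_37710 under DCA and FA. SLG_04460 was 2.19-fold lower under AV. The other falls were in 1 compound each, SLG_05610 and SLG_18820 under FA, SLG_18520 under VN, and SLG_19710 and SLG_27320 under AV. Without replicate 2, SLG_34550 was no longer called under DCA (log2 ratio -0.90). Leaving out 1 replicate also ended the call of SLG_04460 under AV (-0.77 without replicate 3), of SLG_19710 and SLG_27320 under AV (-0.96 without replicate 3 and -0.87 without replicate 2), of SLG_27360 under DCA (-0.80 without replicate 3) and VN (-0.92 without replicate 2 and -0.90 without replicate 3), and of SLG_02360 under PCA (-0.97 without replicate 1 and -0.93 without replicate 3) and FA (-0.91 without replicate 1).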

The genera *Alteromonas, Xanthomonas* and *Caulobacter* have large numbers of TBDR-like genes in their genomes, equal to or greater than the number present in SYK-6^9,10^. Presumably, the presence of various TBDRs with high substrate-affinity and -specificity is advantageous for bacteria, enabling them to survive in natural environments where nutrients are limited.

### Component genes of the TonB complex for DDVA uptake

SYK-6 has six genes encoding putative TonBs (*tonB1*−*tonB6*), which transmit energy derived from the proton motive force to TBDRs (Supplementary Figs. 10 and 11). In addition, we found two *exbB*-like genes (*exbB1* and *exbB2* [previously annotated as *tolQ*]) and three *exbD*-like genes (*exbD1*, *exbD2* and *exbD3* [previously annotated as *tolR*]). The gene products of *tonB, exbB* and *exbD* may constitute the TonB complex. Between them, *tonB1*, *exbB1*, *exbD1* and *exbD2* comprise an operon (Supplementary Fig. 12). We attempted to disrupt each of the *tonB* genes and succeeded in obtaining *tonB2*−*tonB6* mutants (Supplementary Fig. 2). Since a *tonB1* mutant was not obtained, *tonB1* may be essential for the growth of SYK-6. Among ∆*tonB2*−∆*tonB6*, ∆*tonB2* exhibited reductions in growth on DDVA and in DDVA conversion (Fig. 4a, b). However, ∆*tonB2* also showed similar reductions in growth on other lignin-derived aromatic compounds, lysogeny broth (LB) and SEMP (Supplementary Fig. 13). In the DDVA-uptake assay, ∆*tonB2* cells exhibited considerably higher LacZ activity than SYK-6 cells, implying the accumulation of DDVA in ∆*tonB2* cytoplasm (Fig. 4c). Because SLG_34550, just downstream of *tonB2*, has similarity with the *E*. *coli* TBDR gene (*fiu*) that encodes a siderophore transporter, *tonB2* appears to be involved in the uptake of iron (Supplementary Fig. 10). The disruption of *tonB2* seems to result in a reduction in iron uptake; this affects the activity of DDVA *O*-demethylase which contains a ferrous ion in its active centre^34^.

**Fig. 4:**
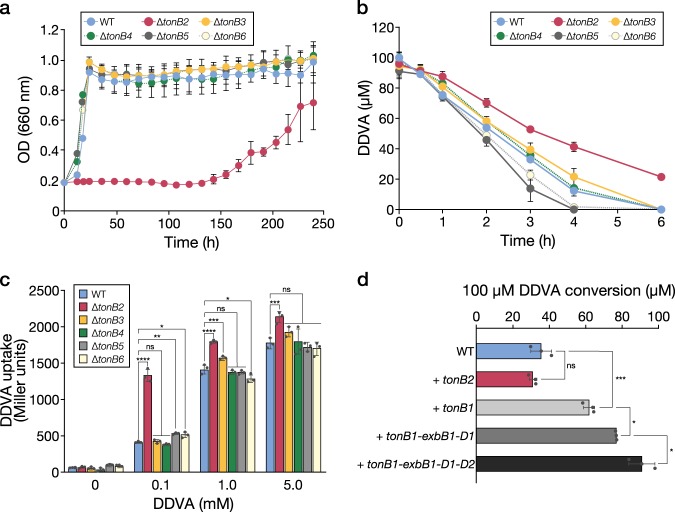
Identification of components of the TonB complex necessary for DDVA uptake. **a** Growth of five *tonB* mutants on DDVA. Cells of SYK-6 and the *tonB* mutants were cultured in Wx medium containing 5 mM DDVA. Cell growth was monitored by measuring the OD_660_. **b** DDVA conversion by resting cells of *tonB* mutants. Cells of SYK-6 and the *tonB* mutants were incubated with 100 µM DDVA. Portions of the reaction mixtures were collected and the amount of DDVA was measured by HPLC. **c** DDVA uptake by *tonB* mutant cells. The β-galactosidase activities of cells of SYK-6(pS-XR) and the *tonB* mutants(pS-XR) incubated in Wx-SEMP with or without DDVA (0.1, 1.0 and 5.0 mM) were measured. **d** DDVA conversion by SYK-6 resting cells harbouring pJB-tonB1 carrying *tonB1*, pJB-tonB2 carrying *tonB2*, pJB-t1-D1 carrying *tonB1*, *exbB1* and *exbD1* or pJB-t1-D12 carrying *tonB1*, *exbB1*, *exbD1* and *exbD2*. The concentrations of DDVA converted after 5 h are shown. Each value is the average ± the standard deviation of *n* *=* 3 independent experiments. ns, *P* > 0.05, *P *<* 0.05, **P *<* 0.01, ***P < 0.001, ****P *<* 0.0001 (one-way ANOVA with Dunnett’s multiple comparisons post-test).

Considering the possibility that DdvT interacts with multiple TonBs, we evaluated the growth of *tonB3-4-5-6* quadruple mutant (∆*tonB3456*) cells on DDVA and their DDVA uptake (Supplementary Fig. 14a, b). However, ∆*tonB3456* grew as well as the wild type, with DDVA uptake equivalent to the level seen in the wild type. In addition, the growth of *tonB2-3-4-5-6* quintuple mutant cells on DDVA and their DDVA uptake were comparable to those of ∆*tonB2* cells (Supplementary Fig. 14c, d). These results suggest that *tonB1* plays a major role in the outer membrane transport of DDVA. To clarify the involvement of TonB1 in the uptake of DDVA, we evaluated the ability of resting SYK-6 cells harbouring a plasmid carrying *tonB1* to convert DDVA. The amount of DDVA converted in *tonB1*-overexpressing cells increased ca. 1.8-fold (61 ± 3.2 μM) compared with the amount converted by wild-type cells (35 ± 5.7 μM) after 5 h (Fig. 4d). Furthermore, the amount of DDVA converted by cells overexpressing *tonB1*−*exbB1*−*exbD1* and *tonB1*−*exbB1*−*exbD1*−*exbD2* was ca. 1.2- (77 ± 0.4 μM) and 1.4-fold (91 ± 7.1 μM) higher, respectively, than that converted by cells overexpressing *tonB1* only. On the other hand, the overexpression of *tonB2* had no effect on DDVA conversion (30 ± 2.1 µM). These results suggest that TonB1, and possibly ExbB1, ExbD1 and ExbD2 are involved in the uptake of DDVA (Fig. 5).

**Fig. 5:**
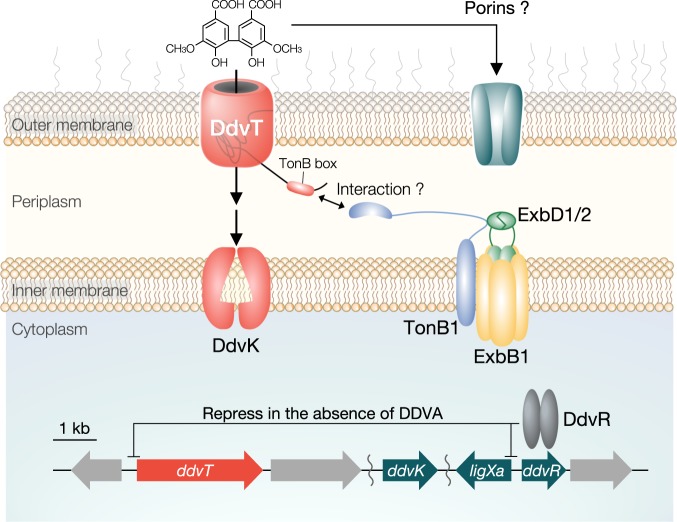
The proposed DDVA uptake pathway in SYK-6 cells. Outer membrane transport of DDVA is mediated by DdvT; the energy necessary for the transport derived from the proton motive force appears to be transmitted from the inner membrane-localized TonB complex consisting of TonB1−ExbB1−ExbD1/ExbD2. In the inner membrane, DdvK takes up DDVA into the cytoplasm. In the presence of high concentrations of DDVA (in the order of > µM), unidentified outer membrane transporters such as porins are likely be involved in DDVA uptake. DdvR represses the expression of both *ddvT* and *ligXa* in the absence of DDVA. A schematic diagram of the TonB complex was drawn based on the papers by Celia et al.^3,53^.

### Overexpression of *ddvT* enhances production of PDC from DDVA

A enhancement in the conversion and uptake of DDVA was observed following the overexpression of *ddvT* in SYK-6 cells (Fig. 2e, g). Based on this result, we evaluated the effect of *ddvT* overexpression on the production of PDC, which is a promising platform chemical produced from lignin, using an SYK-6 mutant of the PDC hydrolase gene (∆*ligI*), which accumulates PDC. When ∆*ligI* cells harbouring a plasmid carrying *ddvT* were grown in Wx-SEMP medium in the presence of 1 mM DDVA, the amount of DDVA converted and PDC produced by these cells after 20 h increased ca. 1.3-fold compared with ∆*ligI* cells (Fig. 6a). The cell yield also increased ca. 1.3-fold, suggesting that the cells efficiently utilized 4-carboxy-2-hydroxypenta-2,4-dienoate (CHPD) generated from the *meta*-cleavage compound of DDVA in addition to SEMP (Figs. 2a, 6b).

**Fig. 6:**
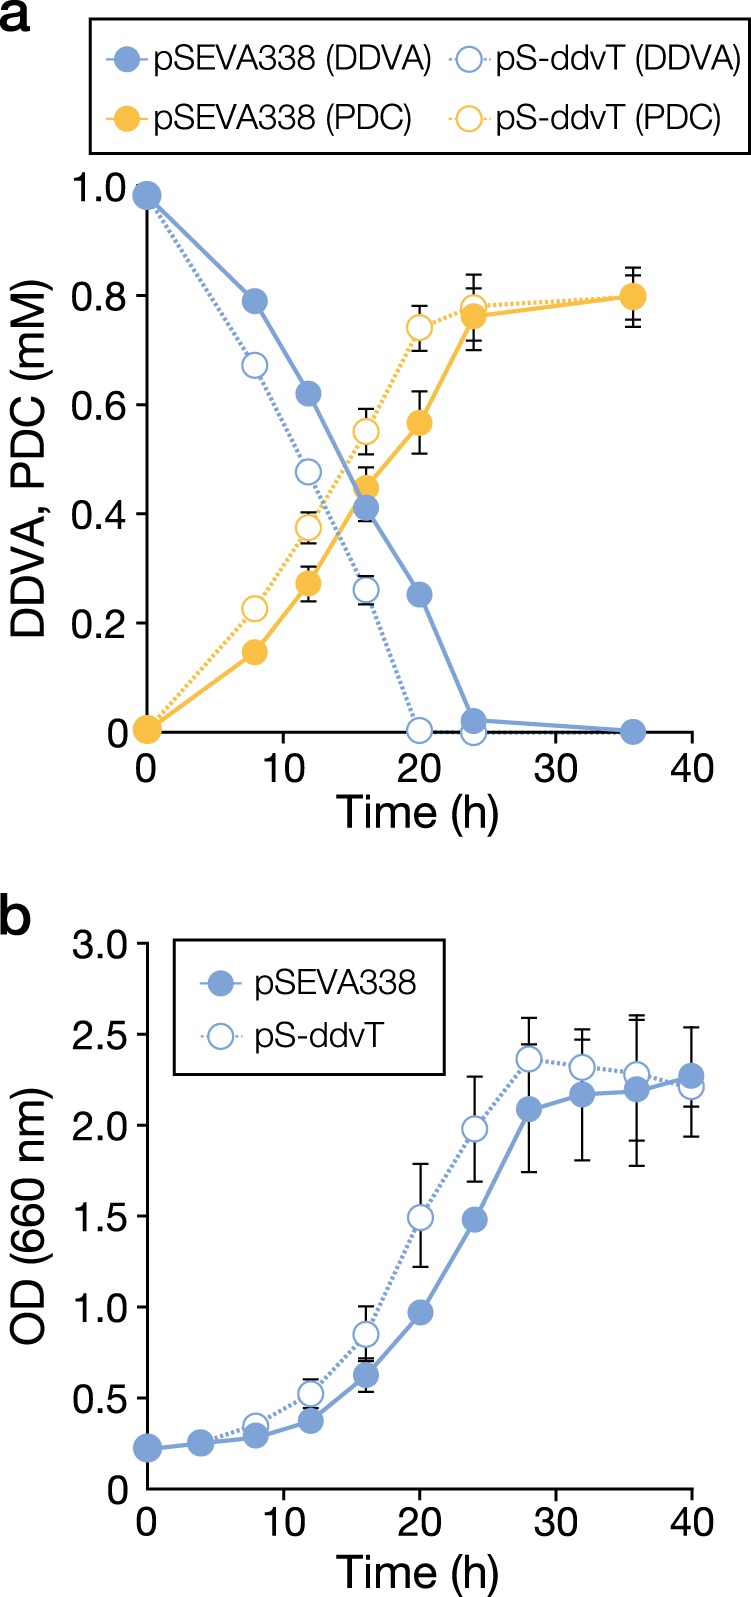
The effect of *ddvT* overexpression on PDC production. **a** Cells of ∆*ligI*(pSEVA338 [vector]) and ∆*ligI*(pS-ddvT) were cultured in Wx-SEMP containing 1 mM DDVA and 0.5 mM *m*-toluate. The amount of DDVA converted and PDC produced in the cultures was measured using HPLC. **b** Growth of ∆*ligI*(pSEVA338) and ∆*ligI*(pS-ddvT) in the above-mentioned medium. Each value is the average ± the standard deviation of *n* = 3 independent experiments.

To date, TBDRs have mainly been investigated as a drug discovery target in the fight against pathogens because they function in the initial step of acquiring iron and other nutrients essential for growth. In contrast, to date no attempt has been made to utilize TBDRs for improving microbial conversion. Our results clearly demonstrate, however, that the overexpression of a TBDR gene encoding an outer membrane transporter is an effective means of improving the rate of metabolite production from lignin-derived aromatic compounds. Recently, there have been some reports of observations or at least suggestions of the possibility that TBDRs are involved in the uptake of chitin, cellulose oligomers and dioxin in non-pathogenic Gram-negative bacteria^16,35,36^. Our findings will contribute not only to the understanding of the diverse functions of TBDRs but also to the application of TBDRs for improvements in the efficiencies of microbial production of value-added products and bioremediation.

## Methods

### Bacterial strains, plasmids and culture conditions

The strains and plasmids used in this study are listed in Supplementary Table 3 and the PCR primers are listed in Supplementary Table 4. *Sphingobium* sp. SYK-6 and its mutants were grown at 30 °C with shaking (160 rpm) in LB or Wx minimal medium containing SEMP^37^. Media for transformants of SYK-6 and its mutants was supplemented with 50 mg l^−1^ kanamycin (Km) or 30 mg l^−1^ chloramphenicol (Cm). *E*. *coli* strains were cultured in LB at 37 °C. Media for *E*. *coli* transformants carrying antibiotic resistance markers was supplemented with 25 mg l^−1^ Km or 30 mg l^−1^ Cm. DDVA, PR, DCA and HMPPD were chemically synthesized from ethyl vanillate, coniferyl aldehyde, coniferyl aldehyde and homovanillic acid, respectively^38–41^. PDC was obtained from PCA by incubating with *P. putida* PpY1100 cells harbouring a plasmid carrying the protocatechuate 4,5-dioxygenase gene (*ligAB*) and the 4-carboxy-2-hydroxymuconate-6-semialdehyde dehydrogenase gene (*ligC*)^26^. Other aromatic compounds were purchased from the Tokyo Chemical Co., Ltd. or FUJIFILM Wako Pure Chemical Corporation. *Sphingobium* sp. SYK-6 is available from Biological Resource Center at National Institute of Technology and Evaluation and RIKEN BioResource Center under strain numbers NBRC 103272 and JCM 17495, respectively.

### Construction of mutants

To construct plasmids for gene disruption, ca. 1-kb fragments carrying upstream and downstream regions of each gene were amplified by PCR using SYK-6 genome DNA as a template and the primer pairs shown in Supplementary Table 4. The resulting fragments were inserted into the *Bam*HI site in pAK405 by In-Fusion cloning (TaKaRa Bio, Inc.). These plasmids were independently introduced into SYK-6 cells and its mutants by triparental mating, and transformants generated by the first homologous recombination were selected on an LB agar medium containing Km and 12.5 mg l^−1^ nalidixic acid. Selection of candidate mutants was performed according to the reported method with slight modifications described below^42^. A mixture of transformants was cultured in LB liquid medium containing 100 mg l^−1^ streptomycin, and then plated on an LB agar medium containing 100 mg l^−1^ streptomycin to select for the second homologous recombination event. Resulting colonies were streaked on both an LB agar medium containing streptomycin and an LB agar medium containing Km, and Km-sensitive colonies were analysed by colony PCR using the primer pairs shown in Supplementary Table 4. The plasmids for gene complementation of ∆*ddvT* and ∆*tonB2* (Supplementary Table 3) were introduced into mutants by electroporation.

### Sequence analysis and construction of the phylogenetic tree

Sequence analysis was performed using the MacVector program version 15.5.2 (MacVector, Inc.). Sequence similarity searches, pairwise alignments and multiple alignments were performed using the BLAST program^43^, the EMBOSS program^44^ and the Clustal Omega program^45^, respectively. For phylogenetic analysis of TBDRs, multiple alignments were performed using the Clustal W program in MEGA X^46^, and then a phylogenetic tree was generated using the neighbour-joining algorithm of MEGA X, employing 1000 bootstrap replicates. Putative transmembrane segments were predicted using the TMHMM program^47^ and the BOCTOPUS2 program^48^, and signal sequence prediction was performed using SignalP-5.0^49^.

### DNA microarray analysis

SYK-6 cells were grown in Wx-SEMP at 30 °C until the optical density of the culture reached 0.5 at 600 nm (OD_600_). Cultures were further incubated with 5 mM DDVA, HMPPD, GGE, FA, AV or VN for 6 h; 5 mM PCA for 2 h; 2 mM DCA or PR for 2 h; or without substrates for 2 h. Total RNA was isolated from the resulting cells from three independent cultures and used for DNA microarray analysis after DNase I treatment^50^. Aminoallyl-labelled cDNA was synthesized by reverse transcription using total RNA (6 μg), mixture of two kinds of random hexamers, normal GC content (Invitrogen) and high GC content (70%) (Sigma), 5-(3-aminoallyl)-dUTP (Ambion) and PrimeScript II reverse transcriptase (TaKaRa Bio Inc.). The RNA template was then degraded through incubation with 0.2 N NaOH and 0.1 M EDTA, followed by a neutralization using 1 M HEPES (pH 7.5). For a control of microarray hybridization, 4 μg of fragmented genomic DNA of SYK-6 was labelled using 5-(3-aminoallyl)-dUTP and Klenow fragment. Cy3 and Cy5 dyes were coupled to the aminoallyl-dUTP in the cDNA and genomic DNA, respectively, in the presence of 0.1 M sodium bicarbonate (pH 9.0). The unlabelled dyes were removed using the QIAquick PCR purification system (Qiagen). Hybridizations were performed in a GeneTac HybStation instrument (Genomic Solutions). Hybridized arrays were scanned using a GenePix 4000B scanner (Axon Instruments), and the spot intensities were quantified using Imagene 6.1 (BioDiscovery). The expression patterns in cells grown in Wx-SEMP plus each lignin-derived aromatic compound were compared with those of cells grown in Wx-SEMP using an in silico analysis performed with the linear model for microarray analysis loess (subgrid) method using ArrayPipe 2.0^51^. Average normalized expression ratios (treatment/control) were calculated for each gene and tested for any significant variation between treatments (one-way ANOVA with Dunnett’s multiple comparisons post-test). Each value was obtained from *n* *=* 3 independent experiments.

### RT-PCR analysis

Total RNA was isolated from SYK-6 cells grown in Wx-SEMP for 8 h using an Illumina RNAspin Mini RNA isolation kit (GE Healthcare). To remove any contaminating genomic DNA, the samples were treated with DNase I (TaKaRa Bio, Inc.). Total RNA (4 µg) was reverse transcribed using SuperScript IV reverse transcriptase (Invitrogen) with random hexamer primers. The cDNA was purified using a NucleoSpin Gel and PCR Clean-up kit (Takara Bio, Inc.). PCR was performed with the cDNA, specific primers (Supplementary Table 4) and Gflex DNA polymerase (Takara Bio, Inc.). The resulting DNA was subjected to 0.8% agarose gel electrophoresis.

### Growth measurement

The cells of SYK-6, its mutants and complemented strains were grown in LB for 24 h, harvested by centrifugation at 4800 × *g* for 5 min, washed twice with Wx medium and resuspended in 3 ml of the same medium. The cells were then inoculated in Wx medium containing 5 mM DDVA, SA, SN, VA, VN, PCA or FA to an OD_660_ of 0.2. SYK-6 exhibits auxotrophy for methionine when grown in a methoxy-group-free substrate, so 20 mg l^−1^ methionine was added to the medium for growth on PCA. Cells were incubated at 30 °C with shaking (60 rpm) and cell growth was monitored every hour by measuring the OD_660_ with a TVS062CA biophotorecorder (Advantec Co., Ltd.). For the analysis of complemented strains of ∆*ddvT*, cells were grown in Wx medium containing Cm and 0.5 mM *m*-toluate (an inducer of the P_*m*_ promoter in pSEVA338).

### Resting cell assay

The cells of SYK-6 and its mutants were grown in LB for 20 h, harvested by centrifugation at 4800 × *g* for 5 min, washed twice with 50 mM Tris-HCl buffer (pH 7.5) and resuspended in 1 ml of the same buffer. The cells were then inoculated in 50 mM Tris-HCl buffer (pH 7.5) containing 100 µM DDVA to an OD_600_ of 5.0 and incubated for 6 h. For conversion of 200 µM DCA, 200 µM GGE and 100 µM HMPPD, cells were inoculated to an OD_600_ of 0.5, 2.0 and 2.0, respectively, and then the mixtures were incubated for 3, 6 and 3 h, respectively. Samples were collected periodically and the reactions were stopped by centrifugation at 18,800 × *g* for 10 min. The supernatants were diluted fivefold in water, filtered, and analysed by high-performance liquid chromatography (HPLC). For the analysis of the complemented strains of Δ*ddvT* and SYK-6 harbouring a plasmid carrying *tonB* or component genes of the TonB complex, the cells grown in LB containing Km or Cm and 0.5 mM *m*-toluate were employed.

### HPLC conditions

HPLC analysis was performed using an Acquity UPLC system (Waters Corporation) with a TSKgel ODS-140HTP column (2.1 by 100 mm; Tosoh Corporation). All analyses were carried out at a flow rate of 0.5 ml min^−1^ except the analysis of PDC (0.3 ml min^−1^). The mobile phase was a mixture of solution A (acetonitrile containing 0.1% formic acid) and solution B (water containing 0.1% formic acid) under the following conditions. For the analysis of conversion of DDVA, 0–2.5 min, 15% A. For the analysis of conversion of GGE, 0–3.2 min, linear gradient from 5 to 40% A; 3.2–6.0 min, decreasing gradient from 40 to 5% A; 6.0–7.0 min, 5% A. For the analysis of conversion of DCA, 0–3.0 min, 25% A. For the analysis of conversion of HMPPD, 0–2.5 min, 10% A. For the analysis of PDC accumulation, the mobile phase was a mixture of water (85%) and acetonitrile (15%) containing 0.1% phosphoric acid. DDVA, GGE, DCA, HMPPD and PDC were detected at 265, 279, 280, 279 and 315 nm, respectively.

### DDVA-uptake assay

Cells of SYK-6 and its mutants harbouring pS-XR grown in LB containing Km for 20 h were harvested by centrifugation at 4800 × *g* for 5 min, washed twice with Wx medium and resuspended in 1.0 ml Wx-SEMP. The cells were then inoculated in Wx-SEMP with or without DDVA (0.1, 1.0 or 5.0 mM) to an OD_600_ of 2.0. Samples were incubated at 30 °C with shaking (1500 rpm) for 3 h. The β-galactosidase activity of the cells was measured using 2-nitrophenyl-*β*-d-galactopyranoside as the substrate, according to a modified Miller assay (https://openwetware.org/wiki/Beta-Galactosidase_Assay_(A_better_Miller))^30^. β-galactosidase activity is expressed as Miller units. For complementation analysis, cells were grown in LB containing Km, Cm and 0.5 mM *m*-toluate, and used for the assay.

### Alanine mutagenesis

Alanine mutagenesis for the residues in the predicted TonB box was performed by inverse PCR using pS-ddvT as a template and the mutation primers listed in Supplementary Table 4. The plasmids carrying mutated *ddvT* were introduced into ∆*ddvT* harbouring pS-XR by electroporation. The growth of these strains on DDVA and their ability to uptake and convert DDVA were evaluated.

### Western blot analysis

A peptide corresponding to residues 67–84 (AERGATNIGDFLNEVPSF) of DdvT was synthesized and used as an antigen to obtain antisera against DdvT in rabbits (Cosmo Bio, Inc.). Anti-DdvT-peptide antibodies were obtained by purification of the antiserum using peptide affinity column chromatography (Cosmo Bio, Inc.). Western blot analysis using anti-DdvT antibodies was performed against total membrane fractions prepared from SYK-6, ∆*ddvT* and ∆*ddvR* cultured in the presence or absence of DDVA. The cells were grown in LB and 1 mM DDVA was added when the OD_600_ of the culture reached 0.5; they were then incubated for a further 12 h. Cells were harvested by centrifugation, washed with 50 mM Tris-HCl buffer (pH 7.5) and resuspended in the same buffer. The cells were disrupted by sonication and cell lysate was obtained. After the cell lysate was centrifuged at 18,800 × *g* for 10 min, the resulting supernatant was ultracentrifuged at 120,000 × *g* for 60 min to obtain the total membrane fraction. Proteins were separated by SDS-PAGE and transferred onto a PVDF membrane (Bio-Rad Laboratories) by electroblotting. The proteins on the membrane were stained with Ponceau S. After destaining with 0.1 M NaOH and washing with water, the PVDF membrane was blocked by incubation with TBS buffer (pH 7.4) containing 0.1% Tween20 (TBST buffer) and 5% blocking agent (GE Healthcare) for 1 h at room temperature, and then incubated with the same buffer containing primary anti-DdvT antibodies (0.25 µg ml^−1^). After incubation for 1 h, the membrane was washed four times with TBST buffer, and then incubated with the same buffer containing horseradish peroxidase-conjugated goat anti-rabbit IgG secondary antibodies (Invitrogen, 0.2 µg ml^−1^) for 1 h. Following incubation, the membrane was washed four times with TBST buffer, and horseradish peroxidase activity was detected by chemiluminescence using the ECL Western Blotting Detection System (GE Healthcare) with a LumiVision PRO image analyser (Aisin Seiki Co., Ltd). For detection of DdvT in the complemented strains and the TonB box mutants, the cells grown in LB containing Cm and 0.5 mM *m*-toluate were used for the assay. Protein concentrations were determined by the Bradford method using a Bio-Rad protein assay kit or Lowry’s assay with a DC protein assay kit (Bio-Rad Laboratories).

### Cellular localization of DdvT in SYK-6

SYK-6 cells harbouring pJB-tonB2His that carried *tonB2* fused with a His6 tag at its C-terminus in pJB861 were grown in LB containing Km and 1.0 mM *m*-toluate to an OD_600_ of 0.5. The outer membrane fraction was prepared according to the method reported by Hashimoto et al.^52^. The cells were harvested by centrifugation at 4800 × *g* for 10 min, washed twice with water and incubated with 26 mM Tris-HCl buffer (pH 8.3) containing 438 mM sucrose, 1.5 mM EDTA and 0.22 mg ml^−1^ lysozyme at 30 °C for 1 h. The resulting solution was centrifuged at 19,000 × *g* for 60 min to remove spheroplasts, and then the supernatant was ultracentrifuged at 120,000 × *g* for 60 min to obtain the outer membrane fraction. The total membrane fraction was prepared as described above. Western blot analysis was performed against the prepared outer membrane fraction and total membrane fraction using anti-DdvT and anti-His6 antibodies (Invitrogen, 1.0 µg ml^−1^) as primary antibodies. Horseradish peroxidase-conjugated goat anti-mouse IgG antibodies (Invitrogen, 0.04 µg ml^−1^) were used as the secondary antibodies for the anti-His6 antibodies.

### PDC production

∆*ligI* cells harbouring pSEVA338 or pS-ddvT were grown in LB containing Cm for 24 h. The cells were harvested by centrifugation at 4800 × *g* for 5 min, washed twice with Wx medium and resuspended in 3 ml of the same medium. The cells were inoculated to an OD_660_ of 0.2 in 5 ml Wx medium containing SEMP, 1 mM DDVA, Cm and 0.5 mM *m*-toluate and incubated at 30 °C with shaking (60 rpm). Cell growth was periodically monitored by measuring the OD_660_. Samples were periodically collected by centrifugation, diluted, filtered and analysed by HPLC.

### Statistics and reproducibility

All our results were obtained from *n* = 3 independent experiments. Statistic tests were performed with Graphpad Prism8 (Graphpad software). One-way ANOVA with Dunnett’s multiple comparisons post-test was used as shown in figure legends. *P* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Supplementary Data 1

Peer Review File

Reporting Summary

## Data Availability

The DNA microarray data have been registered in the Gene Expression Omnibus under accession number GSE134094. All data supporting this study are available within the article and its Supplementary Information or are available from the corresponding author upon request.

# Supplementary material for: A TonB-dependent receptor constitutes the outer membrane transport system for a lignin-derived aromatic compound
**Source:** Commun Biol. 2019 Nov 22;2:432. doi: 10.1038/s42003-019-0676-z
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Table 1. Known TBDR genes used for the phylogenetic analysis

Abbreviation	Gene	Accession No.	Strain	Reference
<i>St</i> _BtuB	<i>btuB</i>	AAL22968	<i>Salmonella typhimurium</i> LT2	1
<i>Ec</i> _BtuB	<i>btuB</i>	AAA23524	<i>Escherichia coli</i> K-12	2
<i>Cc</i> _BtuB	<i>btuB</i>	ACL95291	<i>Caulobacter crescentus</i> NA1000	3
<i>Bp</i> _FauA	<i>fauA</i>	Q9X6A5	<i>Bordetella pertussis</i>	4
<i>Ye</i> _FcuA	<i>fcuA</i>	Q05202	<i>Yersinia enterocolitica</i>	5
<i>Ec</i> _FepA	<i>fepA</i>	BAA35225	<i>Escherichia coli</i> K-12	6
<i>Ec</i> _FhuA	<i>fhuA</i>	AAC73261	<i>Escherichia coli</i> K-12	7
<i>Ec</i> _FhuE	<i>fhuE</i>	AOR19445	<i>Escherichia coli</i> K-12	8
<i>Ye</i> _FoxA	<i>foxA</i>	CAA42975	<i>Yersinia enterocolitica</i> ssp. serotype 0:8, WA-C	9
<i>Pa</i> _FptA	<i>fptA</i>	AAG07609	<i>Pseudomonas aeruginosa</i> PAO1	10
<i>Pa</i> _FpvA	<i>fpvA</i>	AAG05786	<i>Pseudomonas aeruginosa</i> PAO1	11
<i>Ng</i> _FrpB	<i>frpB</i>	Q50944	<i>Neisseria gonorrhoeae</i>	12
<i>Hp</i> _FrpB4	<i>frpB4</i>	AAD08553	<i>Helicobacter pylori</i> 26695	13
<i>Pa</i> _FusA	<i>fusA</i>	CAG73790	<i>Pectobacterium atrosepticum</i> SCRI1043	14
<i>Sm</i> _HasR	<i>hasR</i>	Q79AD2	<i>Serratia marcescens</i>	15
<i>Hd</i> _HgbA	<i>hgbA</i>	AAP96732	<i>Haemophilus ducreyi</i> 35000HP	16
<i>Cc</i> _HutA	<i>hutA</i>	ACL95742	<i>Caulobacter crescentus</i> NA1000	17
<i>Vp</i> _IutA	<i>iutA</i>	BAB83802	<i>Vibrio parahaemolyticus</i> WP1	18
<i>Cc</i> _MalA	<i>malA</i>	ACL95835	<i>Caulobacter crescentus</i> NA1000	19
<i>Cc</i> _NagA	<i>nagA</i>	ACL93922	<i>Caulobacter crescentus</i> NA1000	20
<i>Ps</i> _PbuA	<i>pbuA</i>	CAA51812	<i>Pseudomonas</i> sp. strain M114	21
<i>Pa</i> _PfeA	<i>pfeA</i>	AAG06076	<i>Pseudomonas aeruginosa</i> PAO1	22
<i>Pp</i> _PupA	<i>pupA</i>	CAA39942	<i>Pseudomonas putida</i> WCS358	23
<i>Pp</i> _PupB	<i>pupB</i>	CAA51995	<i>Pseudomonas putida</i> WCS358	24
<i>Sm</i> _RhtA	<i>rhtA</i>	AGG70967	<i>Sinorhizobium meliloti</i> 2011	25
<i>Sd</i> _ShuA	<i>shuA</i>	AAC27809	<i>Shigella dysenteriae</i> O-4576	26
<i>Cc</i> _SucA	<i>sucA</i>	ACL94659	<i>Caulobacter crescentus</i> NA1000	27
<i>Xa</i> _SuxA	<i>suxA</i>	AAM42628	<i>Xanthomonas campestris</i> pv. <i>campestris</i> str. ATCC 33913	28
<i>Ng</i> _TbpA	<i>tbpA</i>	AAA25503	<i>Neisseria gonorrhoeae</i> FA19	29
<i>Hd</i> _TdhA	<i>tdhA</i>	AAP95357	<i>Haemophilus ducreyi</i> 35000HP	30
<i>Nm</i> _ZnuD	<i>znuD</i>	AAF62323	<i>Neisseria meningitidis</i> MC58	31

Supplementary Table 2. Seventeen SYK-6 TBDR genes specifically induced during growth with lignin-derived aromatic compounds

Locus tag	Accession number	Substrate	Induction rate	<i>P</i> -value
SLG_02250	BAK64900.1	Acetovanillone	3.73	0.024
SLG_02360	BAK64911.1	Acetovanillone	3.34	0.020
SLG_04460	BAK65121.1	Protocatechuate	2.88	0.004
		DDVA	2.64	0.022
		GGE	2.20	0.071
		Syringate	3.51	0.049
SLG_07650	BAK65440.1	DDVA	4.87	0.009
SLG_09260	BAK65601.1	HMPPD	23.4	0.008
		DCA	3.41	0.007
SLG_09330	BAK65608.1	DCA	6.92	0.002
SLG_12400	BAK65915.1	Acetovanillone	11.9	0.009
SLG_16980	BAK66373.1	Acetovanillone	3.03	0.014
		Syringate	3.04	0.002
SLG_17580	BAK66433.1	Ferulate	3.50	0.004
SLG_24600	BAK67135.1	Acetovanillone	3.23	0.009
SLG_26390	BAK67314.1	HMPPD	5.80	0.001
SLG_27890	BAK67464.1	Pinoresinol	10.9	0.003
		HMPPD	3.14	0.020
		Acetovanillone	2.02	0.029
SLG_28190	BAK67494.1	Acetovanillone	2.19	0.005
SLG_31810	BAK67856.1	Acetovanillone	2.04	0.017
SLG_34070	BAK68082.1	Acetovanillone	2.27	0.004
		Ferulate	2.18	0.012
		Protocatechuate	2.17	0.001
SLG_36280	BAK68303.1	Protocatechuate	2.30	0.028
		Syringate	5.97	0.004
SLG_38050	BAK68480.1	DCA	35.4	0.001
		DDVA	2.00	0.013

GGE, guaiacylglycerol- β -guaiacyl ether; HMPPD, 1,2-bis(4-hydroxy-3-methoxyphenyl)-propane-1,3-diol; DCA, dehydrodiconiferyl alcohol; DDVA, 5,5'-dehydrodivanillate.

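Supplementary Table 2 lists, for each pair of TBDR gene and compound, the ratio of the array signal with the compound to that in SEMP cells. In the deposited arrays all 28 listed pairs were higher than SEMP at an adjusted p under 0.05 from limma, and 15 of them reached 2-fold. The study chose these pairs on the same arrays, so that the counts are not independent evidence. In the other 13 pairs the rise was under 2-fold with the processing used here. SLG_34070 had 1.92-fold under FA (SD 0.235 over the folds of n = 3 pairs), 1.88-fold under AV (SD 0.112) and 1.70-fold under PCA (SD 0.108).
SLG_28190 under AV had 1.92-fold (SD 0.122). SLG_16980 had 1.85-fold under SA (SD 0.162) and 1.81-fold under AV (SD 0.291). SLG_09260 under DCA had 1.82-fold (SD 0.198), and SLG_36280 under PCA 1.76-fold (SD 0.254). SLG_04460 under GGE had 1.94-fold (SD 0.606, adjusted p = 0.00646), a pair for which the paper itself lists a P value above 0.05. Under AV, SLG_02360 had 1.53-fold (SD 0.285, adjusted p = 0.0124), SLG_27890 1.53-fold (SD 0.170) and SLG_31810 1.35-fold (SD 0.0549). The remaining pair is SLG_38050 under DDVA. Leaving out 1 replicate moved 2 of these pairs past 2-fold, SLG_04460 under GGE without replicate 2 (log2 ratio 1.16) and SLG_34070 under FA without replicate 3 (1.02). The authors' value table called SLG_04460 under GGE, SLG_36280 under PCA, SLG_16980 under SA, and SLG_34070 under FA and PCA. Its columns for AV, DCA and VA do not follow the ratio of compound over SEMP and were not used here. Plain subtraction of the background called SLG_09260 under DCA. With it 15 of the 17 genes of the table were called under at least 1 compound, against 12 here.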

Supplementary Table 3. Strains and plasmids used in this study

Strains or plasmids	Relevant characteristic(s) ^a	Reference or source
**Strains**		
<i>Sphingobium</i> sp.		
SYK-6	Wild type; Nal ^r Sm ^r	32
SME002-3	SYK-6 derivative; Δ <i>ligI</i> ; Nal ^r Sm ^r	33
SME048	SYK-6 derivative; Δ <i>ddvR</i> ; Nal ^r Sm ^r	34
SME057	SYK-6 derivative; Δ SLG_38320 (<i>ompW</i>); Nal ^r Sm ^r	This study
SME096	SYK-6 derivative; Δ SLG_36940 (<i>tonB3</i>); Nal ^r Sm ^r	This study
SME097	SYK-6 derivative; Δ SLG_34540 (<i>tonB2</i>); Nal ^r Sm ^r	This study
SME099	SYK-6 derivative; Δ SLG_07650 (<i>ddvT</i>); Nal ^r Sm ^r	This study
SME100	SYK-6 derivative; Δ SLG_04460; Nal ^r Sm ^r	This study
SME109	SYK-6 derivative; Δ SLG_38050; Nal ^r Sm ^r	This study
SME133	SYK-6 derivative; Δ <i>ddvK</i> ; Nal ^r Sm ^r	34
SME290	SYK-6 derivative; Δ SLG_37490 (<i>tonB4</i>); Nal ^r Sm ^r	This study
SME292	SYK-6 derivative; Δ SLG_01650 (<i>tonB5</i>); Nal ^r Sm ^r	This study
SME293	SYK-6 derivative; Δ SLG_14690 (<i>tonB6</i>); Nal ^r Sm ^r	This study
SME303	SYK-6 derivative; Δ <i>tonB3456</i> ; Nal ^r Sm ^r	This study
SME304	SYK-6 derivative; Δ <i>tonB23456</i> ; Nal ^r Sm ^r	This study
<i>Escherichia coli</i>		
HB101	<i>recA13 supE44 hsd20 ara-14 proA2 lacY1 galK2 rpsL20 xyl-5 mtl-1</i>	35
NEB 10-beta	<i>araD139 Δ(ara-leu)7697 fhuA lacX74 galK (ϕ80 Δ<i>lacZ</i> ΔM15) recA1 endA1 nupG rpsL (Sm^r) Δ(mrr-hsdRMS-mcrBC)</i>	New England Biolabs
**Plasmids**		
pRK2013	Tra ⁺ Mob ⁺ ColE1 replicon; Km ^r	36
pJB861	RK2 ori broad-host-range expression vector; Km ^r P _m <i>xylS</i>	37
pJB866	RK2 ori broad-host-range expression vector; Tet ^r P _m <i>xylS</i>	37
pAK405	Plasmid for allelic exchange and markerless gene deletions in Sphingomonads; Km ^r	38
pSEVA225	RK2 ori <i>lacZ</i> promoter probe broad host range vector; Km ^r	39
pSEVA338	pBBR1 ori broad-host-range expression vector; Cm ^r P _m <i>xylS</i>	39
pAK01650	pAK405 with a 1.9-kb deletion cassette carrying up- and downstream regions of <i>tonB5</i>	This study
pAK04460	pAK405 with a 2.0-kb deletion cassette carrying up- and downstream regions of SLG_04460	This study
pAK07650	pAK405 with a 2.0-kb deletion cassette carrying up- and downstream regions of <i>ddvT</i>	This study
pAK14690	pAK405 with a 2.1-kb deletion cassette carrying up- and downstream regions of <i>tonB6</i>	This study
pAK34550	pAK405 with a 2.0-kb deletion cassette carrying up- and downstream regions of <i>tonB2</i>	This study
pAK36940	pAK405 with a 1.8-kb deletion cassette carrying up- and downstream regions of <i>tonB3</i>	This study
pAK37490	pAK405 with a 2.3-kb deletion cassette carrying up- and downstream regions of <i>tonB4</i>	This study
pAK38050	pAK405 with a 2.0-kb deletion cassette carrying up- and downstream regions of SLG_38050	This study
pAK38320	pAK405 with a 2.0-kb deletion cassette carrying up- and downstream regions of <i>ompW</i>	This study
pJB-ddvT	pJB861 with a 3.3-kb KpnI-EcoRI fragment carrying <i>ddvT</i>	This study
pJB-tonB2	pJB861 with a 1.2-kb NotI-EcoRI fragment carrying <i>tonB2</i> from pJB866 including <i>tonB2</i>	This study
pJB-tonB2His	pJB861 with a 1.0-kb fragment carrying <i>tonB2</i> fused with a His6 tag at the C-terminus	This study
pS-XR	pSEVA225 with a 0.8-kb PCR amplicon carrying <i>ddvR</i> and <i>ligXa</i> promoter regions	34
pS-ddvT	pSEVA338 with a 3.3-kb KpnI-PstI fragment carrying <i>ddvT</i> from pJBddvT	This study
pS-ddvT ^{V42A}	pS-ddvT with point mutation in TonB box of <i>ddvT</i> (V42A)	This study
pS-ddvT ^{T43A}	pS-ddvT with point mutation in TonB box of <i>ddvT</i> (T43A)	This study
pS-ddvT ^{V42A-T43A}	pS-ddvT with point mutation in TonB box of <i>ddvT</i> (V42A, T43A)	This study
pS-tonB1	pSEVA338 with a 0.7-kb fragment carrying <i>tonB1</i>	This study
pJB-tonB1	pJB861 with a 0.7-kb NotI-SacI fragment carrying <i>tonB1</i> from pS-tonB1	This study
pS-t1-D1	pSEVA338 with a 2.1-kb fragment carrying <i>tonB1</i> , <i>exbB1</i> , and <i>exbD1</i>	This study
pJB-t1-D1	pJB861 with a 2.1-kb NotI-SacI fragment carrying <i>tonB1</i> , <i>exbB1</i> , and <i>exbD1</i> from pS-t1-D1	This study

pS-t1-D12	pSEVA338 with a 2.6-kb fragment carrying <i>tonB1</i> , <i>exbB1</i> , <i>exbD1</i> , and <i>exbD2</i>	This study
pJB-t1-D12	pJB861 with a 2.6-kb NotI-SacI fragment carrying <i>tonB1</i> , <i>exbB1</i> , <i>exbD1</i> , and <i>exbD2</i> from pS-t1-D12	This study

^aNa^r, Sm^r, Km^r, Tet^r and Cm^r, resistance to nalidixic acid, streptomycin, kanamycin, tetracycline and chloramphenicol, respectively.

Supplementary Table 4. Primers used in this study

Target gene	Primer	Sequences (5' to 3')
For gene disruption		
pAK01650<br>(<i>tonB5</i>)	Dis_TopF	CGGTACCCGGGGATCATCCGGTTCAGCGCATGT
	Dis_TopR	CTGGCAGTTCCGCGTTCT
	Dis_BotF	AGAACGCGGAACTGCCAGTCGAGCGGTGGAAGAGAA
	Dis_BotR	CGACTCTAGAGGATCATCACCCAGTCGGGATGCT
pAK04460	Dis_TopF	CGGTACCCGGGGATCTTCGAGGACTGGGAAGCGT
	Dis_TopR	ACATCGATCCGGCGCGATT
	Dis_BotF	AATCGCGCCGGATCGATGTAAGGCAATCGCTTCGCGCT
	Dis_BotR	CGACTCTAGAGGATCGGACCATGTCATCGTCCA
pAK07650<br>(<i>ddvT</i>)	Dis_TopF	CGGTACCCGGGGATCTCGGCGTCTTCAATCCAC
	Dis_TopR	AGGACCGTCCAGAGAACC
	Dis_BotF	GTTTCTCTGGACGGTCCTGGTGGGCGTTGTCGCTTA
	Dis_BotR	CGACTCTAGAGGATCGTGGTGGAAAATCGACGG
pAK14690<br>(<i>tonB6</i>)	Dis_TopF	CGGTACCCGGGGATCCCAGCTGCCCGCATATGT
	Dis_TopR	AGATCCTGCACCGCGAGA
	Dis_BotF	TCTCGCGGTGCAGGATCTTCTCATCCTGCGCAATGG
	Dis_BotR	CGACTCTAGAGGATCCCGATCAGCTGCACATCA
pAK34540<br>(<i>tonB2</i>)	Dis_TopF	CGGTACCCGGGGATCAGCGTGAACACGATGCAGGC
	Dis_TopR	TGCGCCTTGAAAGCCGGAT
	Dis_BotF	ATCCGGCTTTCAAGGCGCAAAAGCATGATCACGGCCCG
	Dis_BotR	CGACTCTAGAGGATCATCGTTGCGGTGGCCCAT
pAK36940<br>(<i>tonB3</i>)	Dis_TopF	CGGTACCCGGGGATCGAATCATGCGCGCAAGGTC
	Dis_TopR	GGCGTCCAATCCGGTCTTCT
	Dis_BotF	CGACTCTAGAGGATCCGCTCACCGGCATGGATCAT
	Dis_BotR	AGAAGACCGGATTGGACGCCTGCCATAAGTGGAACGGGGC
pAK37490<br>(<i>tonB6</i>)	Dis_TopF	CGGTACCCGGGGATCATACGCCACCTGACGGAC
	Dis_TopR	CTTCTCGACGGTATCGCC
	Dis_BotF	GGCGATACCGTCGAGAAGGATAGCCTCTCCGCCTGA
	Dis_BotR	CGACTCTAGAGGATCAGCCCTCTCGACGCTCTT
pAK38050	Dis_TopF	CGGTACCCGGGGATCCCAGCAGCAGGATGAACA
	Dis_TopR	TTTCAGCCTGCTGGCCAT
	Dis_BotF	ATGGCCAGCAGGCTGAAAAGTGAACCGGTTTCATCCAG
	Dis_BotR	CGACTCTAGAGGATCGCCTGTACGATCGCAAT
pAK38320<br>(<i>ompW</i>)	Dis_TopF	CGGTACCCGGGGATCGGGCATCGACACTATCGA
	Dis_TopR	TCTTCGAAGTCGATCGCG
	Dis_BotF	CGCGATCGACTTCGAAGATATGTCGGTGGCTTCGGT
	Dis_BotR	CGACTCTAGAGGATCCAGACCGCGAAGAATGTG
For confirmation of gene disruption		
SLG_01650	01650_F	AGACGAGGCCCATCAGTT
SLG_04460	04460_F	TGGACGGCATCCCGCAAAA
SLG_07650	07650_F	TGAGGCGTTGCTGCAACTCG
SLG_14690	14690_F	CGACGCCGATACGAATTT
SLG_34540	34540_F	GCGGAATGGTGATGCTGA
SLG_36940	36940_F	GCGGAATGGTGATGCTGA
SLG_37490	37490_F	ACTCAGCGAGGAAGTGCG
SLG_38050	38050_F	AGTAATTGGCGGCATAAGCG
SLG_38320	38320_F	CGCCAAGCCCGATGAGAA

For RT-PCR		
<i>tonB1-exbB1</i>	Forward	CCCGCAAACCTGGATCACG
	Reverse	TGCCATGCTGTTCTCTGCG
<i>exbB1-exbD1</i>	Forward	AGCGGCGATCAACTCGAA
	Reverse	TATGCGCCTCGGGGAGAT
<i>exbD1-exbD2</i>	Forward	CCTCGTGGACGTCATGCT
	Reverse	TCGACCACCACATAGCGG
Construction of plasmids		
pJB-ddvT	Forward	AAAGGTACCTTCAAACGCCAGCGGGACA
	Reverse	AGGCCGAATTCTTCAGAAGCCGAACCGCA
pJB-tonB2His	Forward	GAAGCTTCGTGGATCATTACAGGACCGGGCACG
	Reverse	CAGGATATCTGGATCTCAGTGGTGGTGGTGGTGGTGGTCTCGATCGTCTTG
pJB-tonB1	Forward	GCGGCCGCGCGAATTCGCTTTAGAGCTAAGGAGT
	Reverse	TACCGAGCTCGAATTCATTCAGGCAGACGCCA
pJB-t1-D1	Forward	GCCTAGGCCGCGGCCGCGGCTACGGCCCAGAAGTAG
	Reverse	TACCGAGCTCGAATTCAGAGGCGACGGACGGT
pJB-t1-D12	Forward	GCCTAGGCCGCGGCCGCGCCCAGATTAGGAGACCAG
	Reverse	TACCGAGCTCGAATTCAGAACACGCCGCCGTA
Mutation of <i>ddvT</i>		
pS-ddvT ^{V42A}	Forward	GCTACCGGGTCGCGCGTGGCCCCGAAG
	Reverse	GATGATGTCCTGAGCCTGTT
pS-ddvT ^{T43A}	Forward	GCTGGGTCGCGCGTGGCCCCGAAG
	Reverse	GACGATGATGTCCTGAGCCT
pS-ddvT ^{V42A-T43A}	Forward	GCTGCTGGGTCGCGCGTGGCCCCGAAG
	Reverse	GATGATGTCCTGAGCCTGTT

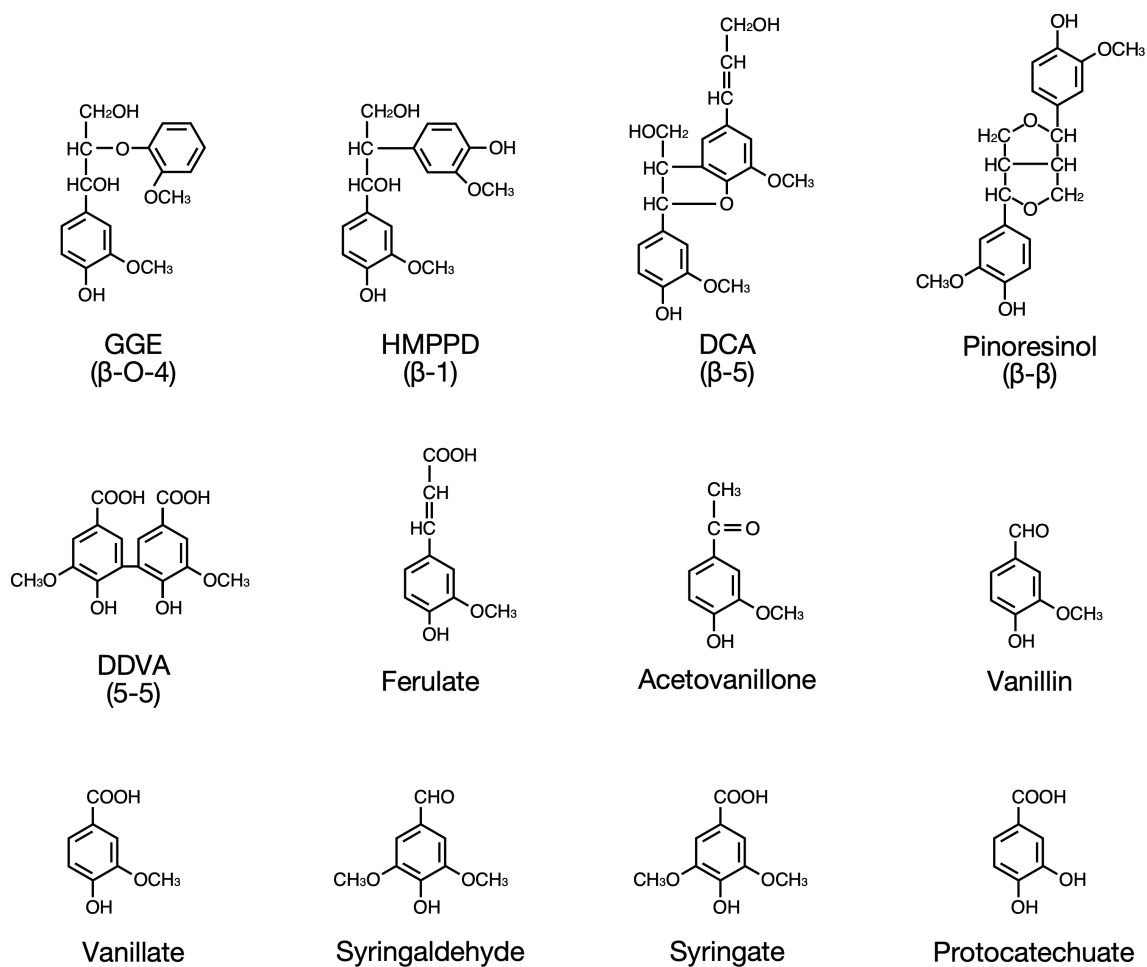

Supplementary Figure 1. Chemical structures of lignin-derived aromatic compounds used in this study. GGE, guaiacylglycerol-β-guaiacyl ether; HMPPD, 1,2-bis(4-hydroxy-3-methoxyphenyl)-propane-1,3-diol; DCA, dehydrodiconiferyl alcohol; DDVA, 5,5'-dehydrodivanillate.

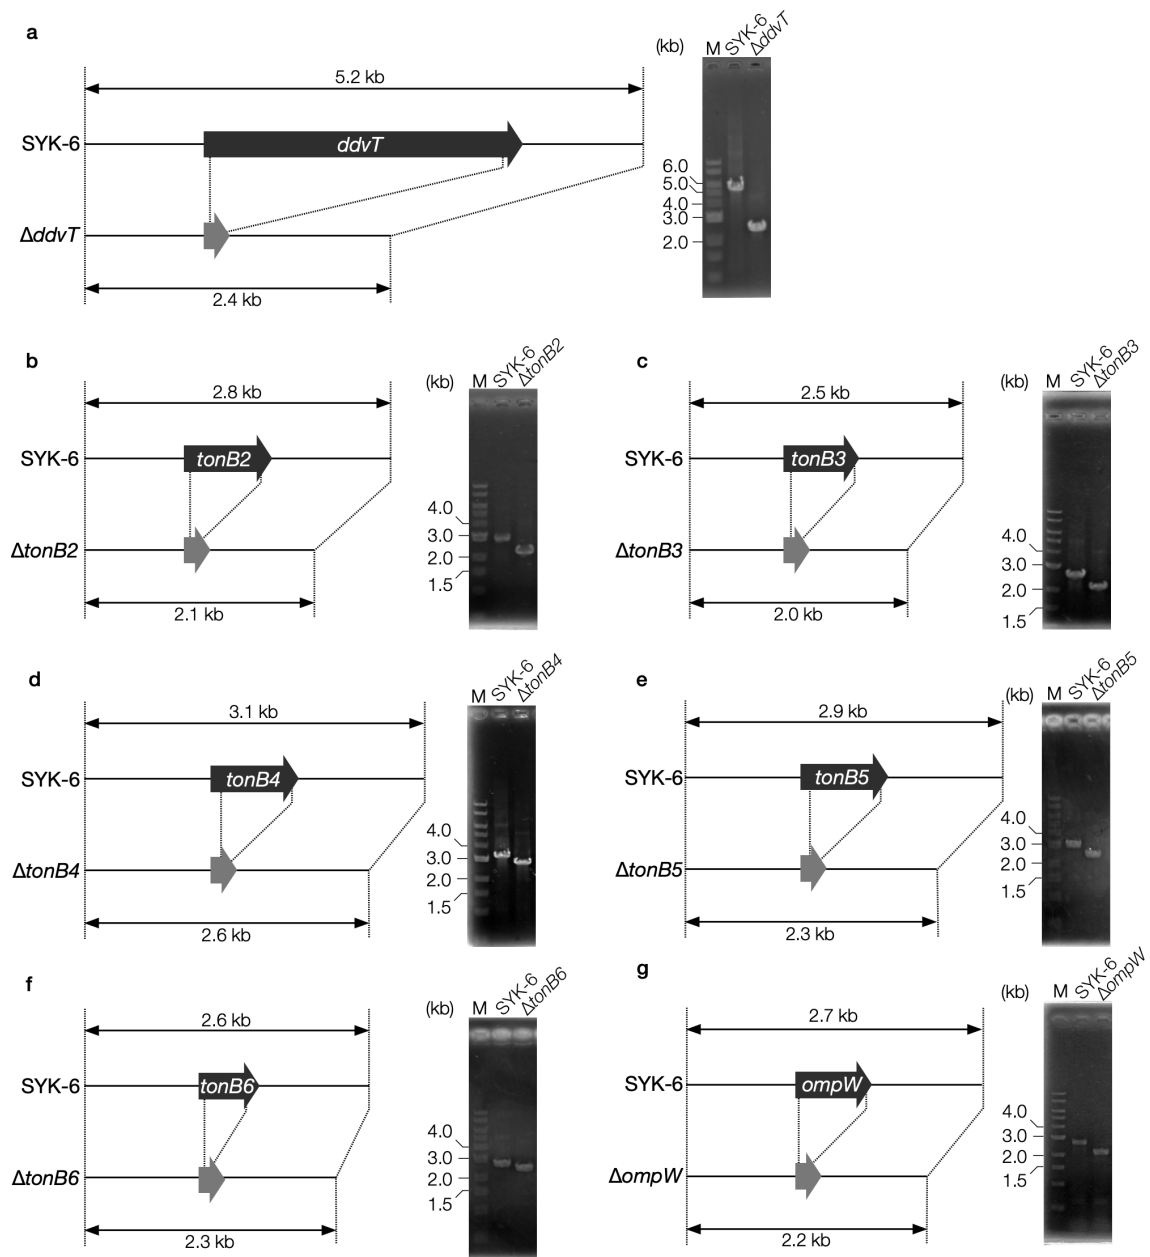

Supplementary Figure 2. Construction of mutants. Schematic representations and colony PCR analyses of the disruption of *ddvT* (a), *tonB2* (b), *tonB3* (c), *tonB4* (d), *tonB5* (e), *tonB6* (f), *ompW* (g), SLG_04460 (h) and SLG_38050 (i). The primer pairs used for colony PCR analyses were shown in Supplementary Table 4. M, molecular size markers.

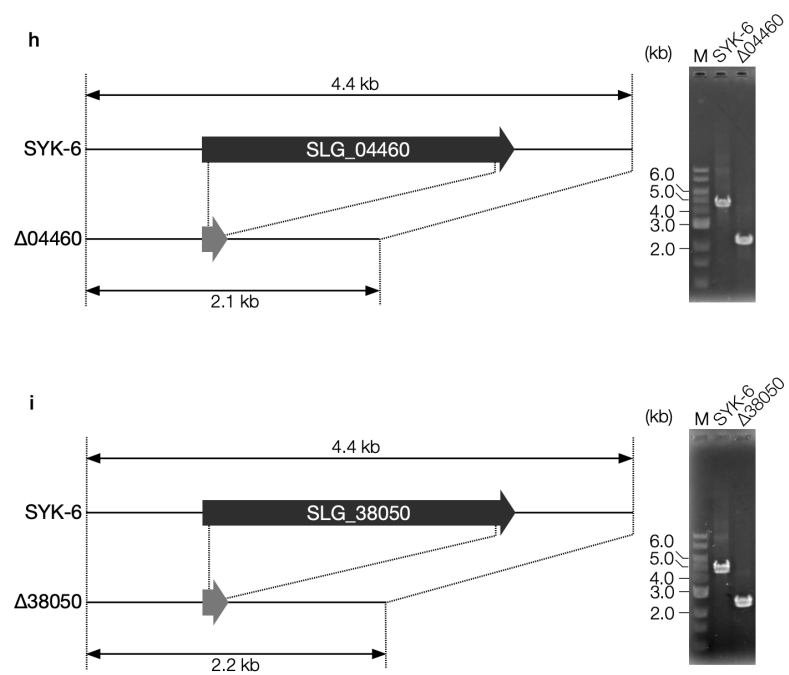

Supplementary Figure 2. –continued.

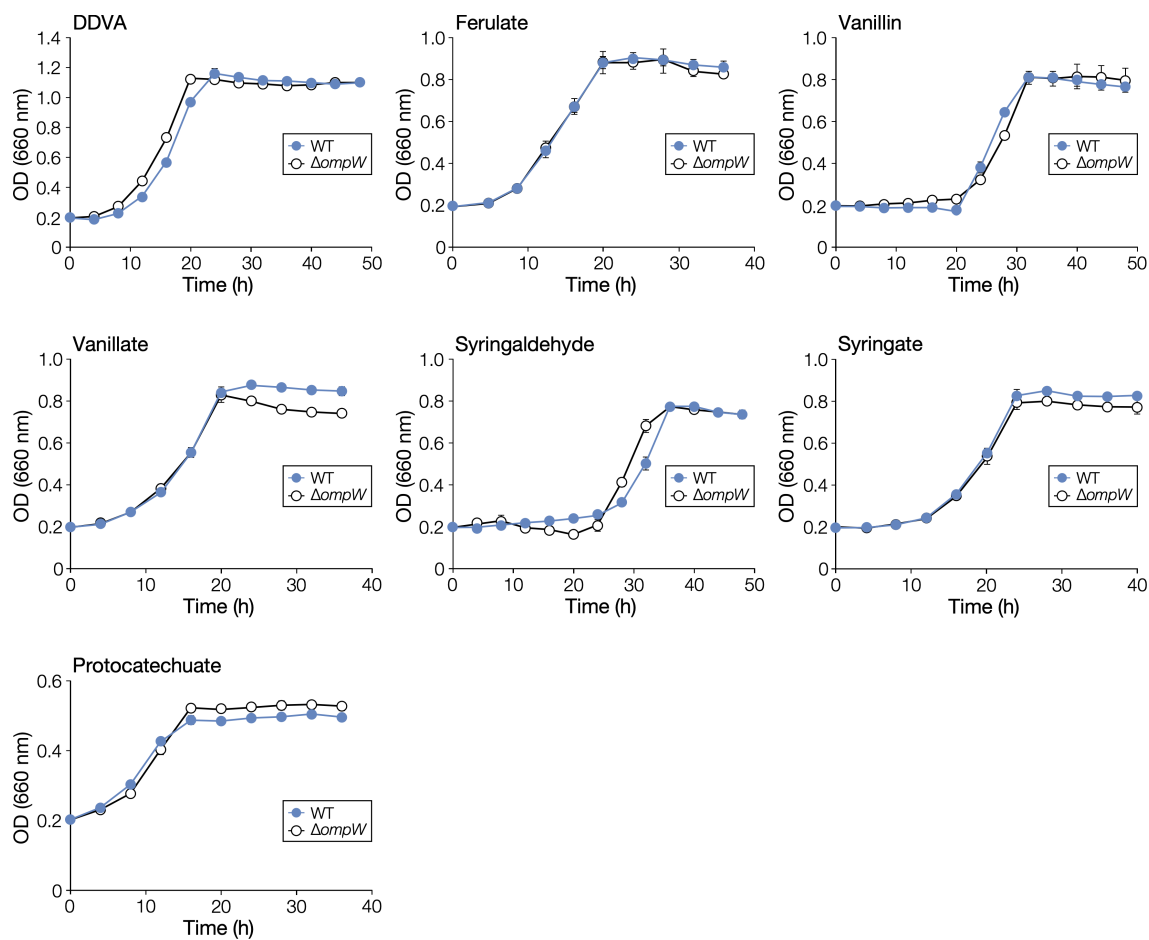

Supplementary Figure 3. Growth of an *ompW* mutant on lignin-derived aromatic compounds. Growth of cells of SYK-6 and $\Delta ompW$ (SLG_38520) in Wx medium containing 5 mM DDVA, FA, VN, VA, SN, SA and PCA, respectively. Cell growth was monitored by measuring the OD₆₆₀. Each value is the average $\pm$ the standard deviation of $n = 3$ independent experiments.

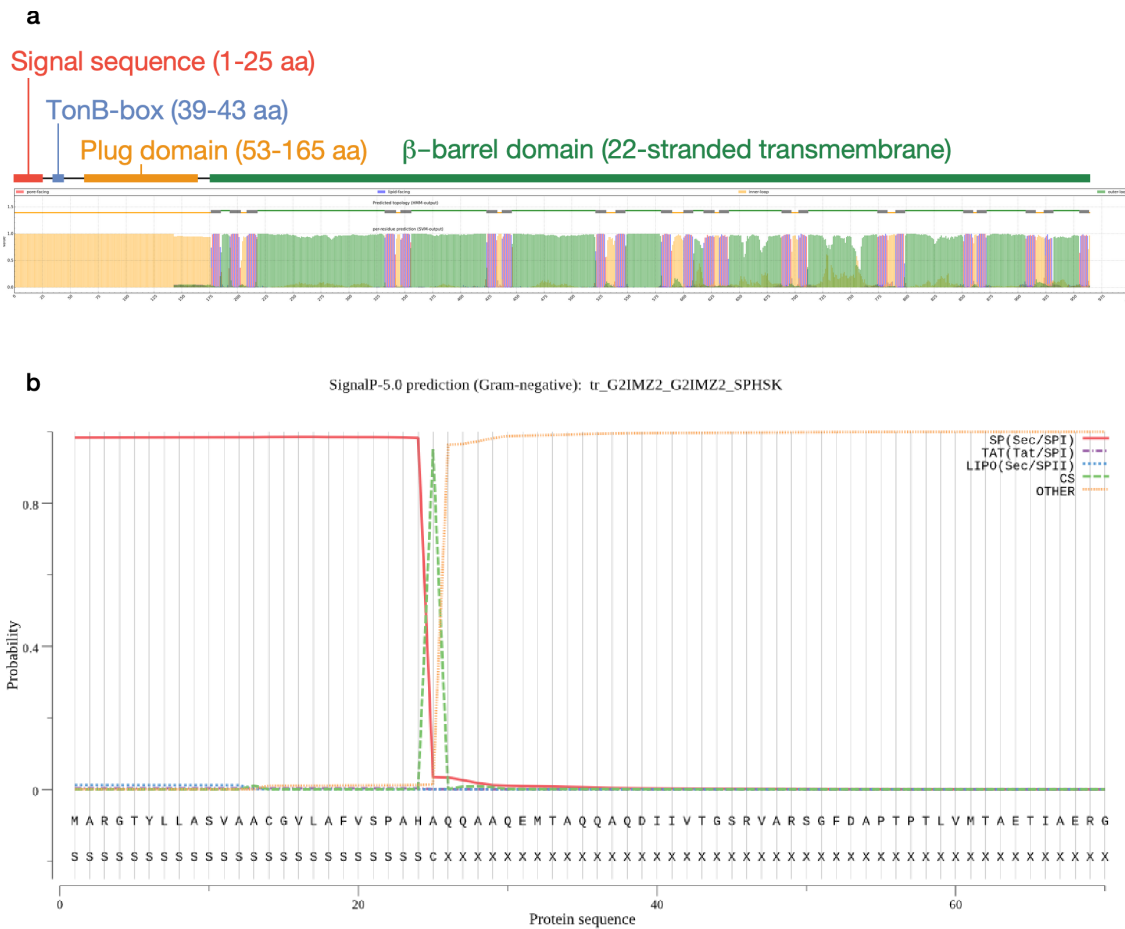

Supplementary Figure 4. Prediction of the transmembrane segments and signal sequence of DdvT. a, Transmembrane segments of DdvT as predicted by BOCTOPUS2⁴⁰. **b,** The signal sequence of DdvT (Met1 to Ala25) as predicted by SignalP-5.0⁴¹.

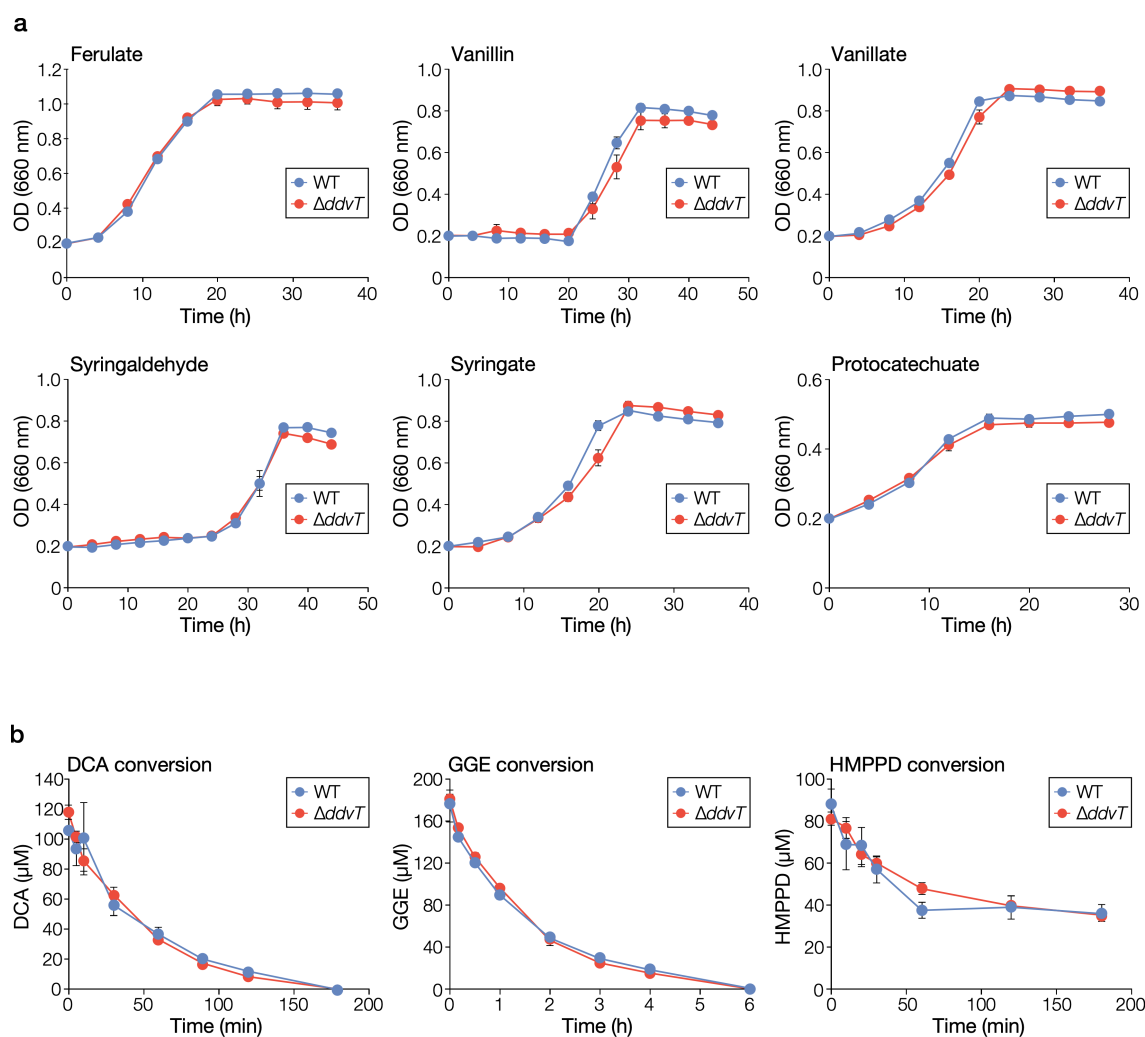

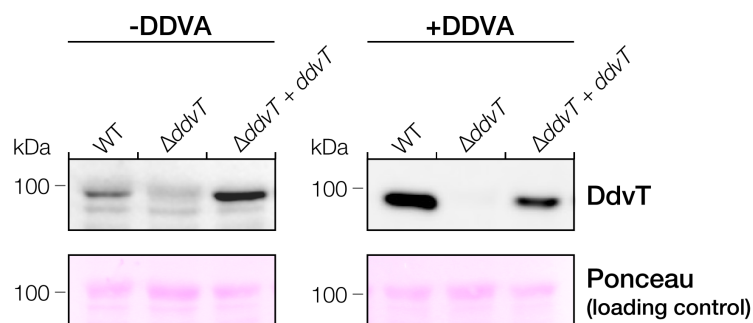

Supplementary Figure 6. Expression level of *ddvT* in $\Delta ddvT$ cells harbouring pS-ddvT.

Western blot analysis using anti-DdvT antibodies was performed against total membrane fractions (10 μ g of protein) obtained from the cells of SYK-6(pSEVA338), $\Delta ddvT$ (pSEVA338) and $\Delta ddvT$ (pS-ddvT) grown in LB containing 0.5 mM *m*-toluate with or without 1 mM DDVA. Ponceau S staining is shown as loading control.

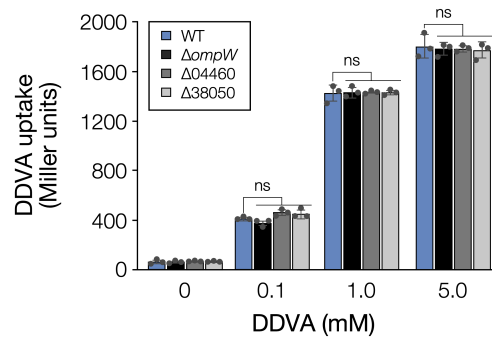

Supplementary Figure 7. DDVA uptake by $\Delta ompW$, $\Delta 04460$ and $\Delta 38050$ cells. The β -galactosidase activities of cells of SYK-6(pS-XR), $\Delta ompW$ (pS-XR), $\Delta 04460$ (pS-XR) and $\Delta 38050$ (pS-XR) incubated in Wx-SEMP with or without DDVA (0.1 mM, 1.0 mM and 5.0 mM) were measured. Each value is the average $\pm$ the standard deviation of $n = 3$ independent experiments. ns, $P > 0.05$ (one-way ANOVA with Dunnett's multiple comparisons post-test).

TonB box [X-X-X-T]

SLG_32710	AAWAQDTA--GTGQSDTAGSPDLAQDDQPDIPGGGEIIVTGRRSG-----	65
SLG_30030	EEISQTV--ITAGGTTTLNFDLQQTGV--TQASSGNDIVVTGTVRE-----GDARA	216
SLG_28010	A--QTTTV--DPA-----SEDG-----AGEEIVVSGYRR-----SIEEA	60
SLG_07450	A---QQTV--APEDG-----AEE-----ADEIIVITGSILS-----AQQDS	57
SLG_11490	ETKSETVT--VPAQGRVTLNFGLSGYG-----PDDILVVQAA-----NLSSS	146
SLG_37500	---AQPVH-----EL---PPV--E---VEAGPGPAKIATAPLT-----	50
SLG_17080	---AQEPQ-----VE---RDD--PDP--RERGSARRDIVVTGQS-----L-	56
SLG_34070	---AQDRA-----TQ---PPD--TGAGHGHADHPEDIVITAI--P-----	62
SLG_17580	---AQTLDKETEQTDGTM LPP--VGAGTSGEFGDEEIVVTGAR-----ER	68
SLG_28800	---AQD-A-----A-----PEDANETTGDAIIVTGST-----RA	48
SLG_36280	---AQS-----TG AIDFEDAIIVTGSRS-----SDVGG	59
SLG_16980	---AQT-G-----TP-----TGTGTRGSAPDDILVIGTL-----NTDQAR	50
SLG_34550	---AQA-Q-----TG-----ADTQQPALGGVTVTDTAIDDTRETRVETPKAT	64
SLG_04380	---AQD-N-----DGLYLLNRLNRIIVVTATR-----TP	53
SLG_10790	-----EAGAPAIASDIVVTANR-----TE	44
SLG_31170	---AQD-----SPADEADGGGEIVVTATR-----KS	51
SLG_17010	---AQQ-A-----P-----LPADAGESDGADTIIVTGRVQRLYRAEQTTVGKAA	64
SLG_07950	---AQQPQ-----AD-----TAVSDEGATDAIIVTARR-----RA	51
SLG_15260	---VLA-Q-----DT-----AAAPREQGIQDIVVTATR-----QA	49
SLG_28170	---AMA-Q-----EE-----A---SRAMPDDIIVTATK-----MA	42
SLG_12400	---AQQ-E-----ST-----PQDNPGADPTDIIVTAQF-----RE	49
SLG_09260	---AQQ-T-----AT-----AAA-DENDDDIVVT AQM-----RE	61
SLG_18520	---ALA-Q-----ET-----PQA-DNVGTDDIIVTAQF-----RA	46
SLG_38050	---GQQ-A-----ET-----PAP-QDDSNADIVVT AQF-----RS	53
SLG_18600	---AQE-T-----EA-----RQE-EAAGLADIVVT AQY-----RA	52
SLG_27640	---ANG-Q-----TA-----QTG-SEASETDIVVT AQF-----RA	45
SLG_27360	---AQD-I-----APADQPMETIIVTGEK-----AS	43
SLG_20440	---AQT-----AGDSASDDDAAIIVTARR-----RE	55
SLG_30910	---AQ-----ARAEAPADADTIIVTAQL-----RE	41
SLG_27890	---AQQ-A-----AAG--A--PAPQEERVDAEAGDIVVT AQR-----RS	57
SLG_37710	---AQD-G-----SAG--S--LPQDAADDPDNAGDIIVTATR-----RA	75
SLG_36760	---AQD-S-----TPP---Q--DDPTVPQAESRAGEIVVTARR-----RS	71
SLG_24600	---AQQ-T-----QPQ--G---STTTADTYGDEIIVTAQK-----RE	46
SLG_08200	---AQD-N-----SAP--D--E---PYDGGEIIVTAQK-----SA	44
SLG_28640	---AQS-----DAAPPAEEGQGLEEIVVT AQR-----VQ	47
SLG_14310	---AQQ-S-----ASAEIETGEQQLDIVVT AQR-----RS	50
SLG_11290	---LHA-Q-----EAP--D--E--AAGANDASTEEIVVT AQF-----RR	54
SLG_18440	-----	0
SLG_18950	---AQA-V-----EGQ---D--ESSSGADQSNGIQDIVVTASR-----RA	58
SLG_18450	---AQE-----TD---P---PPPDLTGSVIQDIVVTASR-----RS	54
SLG_18820	---AQD-----AG---Q--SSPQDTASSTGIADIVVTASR-----RA	65
SLG_04340	-----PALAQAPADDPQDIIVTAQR-----AN	57
SLG_10860	---AAE-----A--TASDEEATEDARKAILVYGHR-----SD	51
SLG_28750	-----Q-----AS---G--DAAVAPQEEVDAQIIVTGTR-----IG	71
SLG_19710	-----R-----ES---S--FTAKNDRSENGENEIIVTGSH-----LK	127
SLG_26880	-----R-----AR---P--HAARQD--DPGPGEIVVTGTR-----IR	128
SLG_04460	KRRVPE-Q-----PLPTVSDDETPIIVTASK-----MD	141
SLG_25590	-----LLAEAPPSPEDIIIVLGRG-----LD	47
SLG_30670	-----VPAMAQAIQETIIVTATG-----AP	40
SLG_17060	SDSAIA-Q-----PT-----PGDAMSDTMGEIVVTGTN-----LR	53
SLG_11850	---AQT-----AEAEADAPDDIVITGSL-----IS	60
SLG_31810	---AQD-T-----VT-----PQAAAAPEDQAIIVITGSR-----IA	57
SLG_06600	---AQE-P-----QE-----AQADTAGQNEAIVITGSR-----IA	51
SLG_05610	-----V-----HA-----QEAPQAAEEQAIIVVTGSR-----IV	51
SLG_35890	-----A-----QD-----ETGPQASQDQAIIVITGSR-----IV	60
SLG_25090	---RP-A-----RA-----P--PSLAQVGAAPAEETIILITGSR-----IR	143
SLG_25150	---IP-----GG---P--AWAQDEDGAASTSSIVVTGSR-----IR	44
SLG_02360	---AQ-----E-----P---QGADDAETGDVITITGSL-----IK	53
SLG_18250	---QTE-E-----T-----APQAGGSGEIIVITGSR-----LV	61
SLG_34920	---AQ--E-----TQ---P---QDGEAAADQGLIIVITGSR-----IK	61
SLG_02250	---AQD-N-----IA---P---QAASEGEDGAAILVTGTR-----IK	35
SLG_28190	---AQE-S-----AA---P---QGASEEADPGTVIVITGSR-----IK	81
SLG_26390	---AVG-G-----ST---N--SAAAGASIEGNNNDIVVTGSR-----VI	70
SLG_27490	---VAA-E-----AA---P--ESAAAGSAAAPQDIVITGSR-----IQ	69
SLG_31220	---QQG-E-----GI---E--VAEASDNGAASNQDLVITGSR-----I-	72
SLG_31370	---QP-E-----AV-----E--DAN-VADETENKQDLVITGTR-----L-	59
SLG_27320	---QVE-Q-----A-----EISS-QATAADIVITASR-----AA	61
SLG_34990	---AAG-Q-----DA---Q---SPQD-MPPEGEIIVTGSR-----AA	59
SLG_14220	---T---A-----GA---Q---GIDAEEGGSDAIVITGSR-----IA	45
DdvT	---QA-----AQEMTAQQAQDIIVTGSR-----VA	48
SLG_27590	---AQE-S-----AT---D---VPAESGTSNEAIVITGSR-----IV	58
SLG_28830	---AAE-A-----PA---P--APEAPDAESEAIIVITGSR-----IA	150
SLG_09330	---QD-----T---A-----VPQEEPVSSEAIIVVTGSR-----IA	66
SLG_25080	---AA-----T---S-----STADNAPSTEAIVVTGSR-----LA	30

Supplementary Figure 8. TonB box-like sequences conserved among the putative SYK-6 TBDRs. A multiple alignment of the N-terminal amino acid sequences deduced from the putative SYK-6 TBDR genes was constructed using the Clustal Omega program⁴².

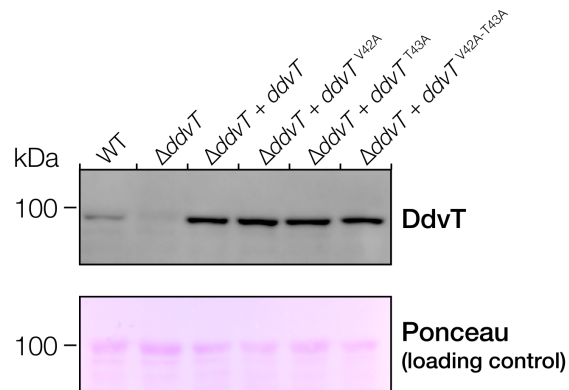

Supplementary Figure 9. Expression of TonB box mutated *ddvT* in $\Delta ddvT$. Western blot analysis using anti-DdvT antibodies was performed against total membrane fractions (10 μ g of protein) obtained from cells of SYK-6(pSEVA338), $\Delta ddvT$ (pSEVA338), $\Delta ddvT$ (pS-ddvT), $\Delta ddvT$ (pS-ddvT^{V42A}), $\Delta ddvT$ (pS-ddvT^{T43A}) and $\Delta ddvT$ (pS-ddvT^{V42A-T43A}) grown in LB containing 0.5 mM *m*-toluate. Ponceau S staining is shown as loading control.

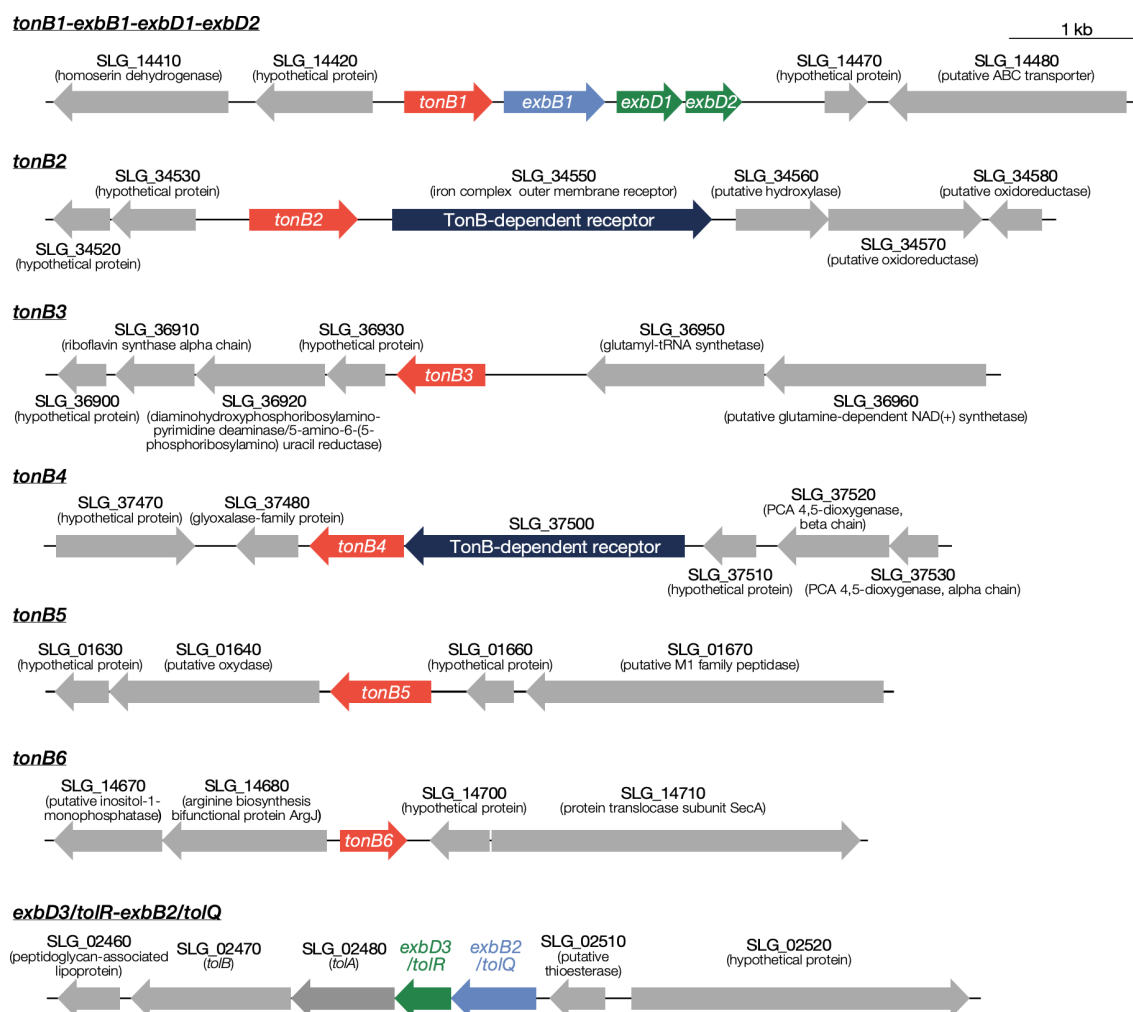

Supplementary Figure 10. Organisation of the putative *tonB*, *exbB* and *exbD* genes in the SYK-6 genome.

Transmembrane domain

TonB1	-----MAYADHSQS-----SSR **TI** - **S** - **IV** - **VVAIIHV** ----- **ILGYAFVT** -	32
TonB2	--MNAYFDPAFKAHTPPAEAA--SERSAYRRSRG-- **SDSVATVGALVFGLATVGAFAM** --	53
TonB3	-----MSDMS--VPRSTYGSRRS--PAAM **AAALALN** ----- **GGLFALLIA**	36
TonB4	-----MVP---PGP---SLPARSACRTFGGR **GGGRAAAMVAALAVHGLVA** ----- **LLVLLAP**	46
TonB5	-----MLAGERYGGV-----SVRARK-- **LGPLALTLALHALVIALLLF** HRSM **P**	41
TonB6	-----MN-----RK-----SADL **LNA** -- **LG** - **GVITIAS** ----- **LLAFAWSQI**	29
EcTonB	----- **MTLDLPRRFPWPT** ----- **LLSVCIHGAVV** ----- **AGLLYTSV**	32
PaTonB	AVEEVLLIP-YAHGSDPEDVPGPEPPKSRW **WLS** - **S** - **GAAMHVVAII** ----- **GALVWVMP**	110

TonB1	- **GLG** IQYVKKA---AEQLNVIDVAEE **PPPP** EEEE **PPPPPP** ----- **PP** DM **PPPPPP** -- **PPS**	81
TonB2	H **PS** FVRK-A **PRT** -- **P** TIVTMM-----EL **PDD** **PP** AP **PEQPPA** **PET** **PPPP** SAQVV	99
TonB3	**LPVAVQV** -IPAD-- **PP** I-RIR-----HV **PLD** **PL** ES **SEPE** QKTES **P** -RNVVQ **PV**	80
TonB4	SSR **P** VASGG-----EAIRVFAL **PRLAE** **EL** PRHETRHVEGV **RDAAP** ----- **EG**	88
TonB5	I **PRT** VEQ-----SLTTIFL **PASK** **PE** QADASKARTQ **R** ---QA **KEA** ASEA **EP** KA-----	85
TonB6	**AV** DGLTRRAGR---VVHLAVQDLT-----	50
EcTonB	HQ-VIEL **PAPA** --Q **P** ISVTMV **PADLE** **PP** QAVQ **PPPE** **PVVE** **PEPE** ----- **PE** **PIPE** -- **PP**	82
PaTonB	T **PAEL** NLGHGEL **PK** TMQVNFVQLEK **KAEP** ---TE **QPP** AA **PEPT** PPKIE **EP** KE-- **PP**	163

Proline rich region

TonB1	A **PP** PVISL **PSQA** **PVLA** **PPPP** -I **PRPP** -----A **PP** APP **APP**	116
TonB2	A **PV** ELVVL **PER** - **P** -----A **PLA** PAVA-----T-- **PP** APP	125
TonB3	I **PH** EVQ **DPVR** -V-----E **PLV** PLDTG----- **PQ** IALSEFRL **PI** TPAE **PI**	119
TonB4	AERSLV **PL** --HGDKAK **PPAG** ---S **FEG** SV **PLPALV** PA **VE** --SAPAVSMMSA **PAV** --- **P**	136
TonB5	-----TS **PP** EP **PK** **DE** S **PAPVL** PNYLTMTSAE-----FAAADISRM **S**	123
TonB6	-----INLGMAGSAIT **EG** PP **PVIMLPP** -----G-----	73
EcTonB	KEA **PV** IEK **PK** - **PK** **PK** **PK** **PK** **PVKKVQE** **QPK** --RDVK **PV** -----ESR--- **P**	121
PaTonB	K **PK** **P** --VEK **PK** - **PK** **PK** **PK** **PK** **PVENAI** **PKAK** **PKPE** **PK** **PK** **PEPE** STEASS **Q** **SE** SSA **APP**	220

TonB1	**PP** PVVS **KAAG** -----A-----RGN **PAN** WITND-----DY **P** SRALRDEAQ	150
TonB2	A- **PVRAA** ----- **PP** -----PAPRG **PQ** MDGDISARMISAR **PP** -----AY **P** LASRREKEE	167
TonB3	A- **P** IES **P** -----AE-----PV-----LHKAR **PD** PRFADAF **PE** -----AY **P** AALRRDGLE	157
TonB4	S--- **PK** TT **PS** -----AD--E **P** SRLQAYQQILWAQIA-----AHR **P** PRAT **MA**	172
TonB5	----HSRSGSS **TQEAD** SEAAYG **EGEG** GGARLYEADWYRK **PSDAELAGYL** ANR-- **PRR**	177
TonB6	-----SKA **P** -----R-----GRG **PAT** WITND-----DY **P** MEALRNEQS	101
EcTonB	AS **P** FENTA **P** ARLTSS-TATAATSK **PVT** -SVASG **PRALSRNQ** **P** -----QY **P** ARAQALRIE	173
PaTonB	A **P** TVGQST **P** GAQTA **P** SGSQ **PAGL** **P** SGSLNDS **DIK** PLRMD **PP** -----VY **P** MAQARGIE	274

C-terminal domain

TonB1	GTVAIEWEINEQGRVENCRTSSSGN-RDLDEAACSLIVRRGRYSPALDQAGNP **IRTKDR**	209
TonB2	GTVMLS **VLLAID** GHVAEIAIARSSGF- **PRLDRAALD** -AVSDWRWSPMTRDG **EP** -VMVRGV	224
TonB3	GSVTVRV **TIDPR** GRVTDVEMVSASNP-VF **FEETRRQ** -ALRFWR **FVPATRD** GVA-VQSVQ **T**	214
TonB4	GTVRVRFQ **LDHGGALIS** CEVTKSSGL-MLLDGIALR-SVRQAS **PFPAPPE** ELAE **DALQFE**	230
TonB5	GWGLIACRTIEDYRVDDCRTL **GESPLGSGF** GRAVRE-AAWQFRVL **PPRINGKPMVGS** WVR	236
TonB6	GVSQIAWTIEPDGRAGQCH **VVRGSGH** -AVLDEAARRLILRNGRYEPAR **DAQGRAIRAVDQ**	160
EcTonB	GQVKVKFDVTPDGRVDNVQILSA **KPA** -NMFERE **VKN** -AMRRWRYEPG **KPGSGI** - **VVNT** --	228
PaTonB	GRVKVLF **TITSDGR** IDD **IQVLES** VPS-RMFDREVRQ-AMAKWRFEP **RVSGGKI** -VARQAT	331

TonB1	RRVVWRL **PE** -----	218
TonB2	VTIPFILQ **R** GD **PGRHHRG** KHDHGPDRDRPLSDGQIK **TIET**	266
TonB3	MTVHFRL **EN** -----	223
TonB4	VPVTFGRER **PD** -----	241
TonB5	IRIEYGEREG **P** -----G-----	248
TonB6	RRVVWRL **AD** -----	169
EcTonB	--- **LFK** INGTTEI **Q** -----	239
PaTonB	**KMFFFK** IEKRR-----	342

Supplementary Figure 11. Multiple alignment of the deduced amino acid sequences of the SYK-6 *tonB* genes with those of the known *tonB* genes. A multiple alignment was constructed using the Clustal Omega program⁴². Transmembrane (TM) domains were predicted by TMHMM 2.0⁴³. The TM domains and the proline-rich regions are highlighted in red and cyan, respectively. The C-terminal amino acid sequences of TonB from *P. aeruginosa* (*Pa*TonB, AAG08916) and *E. coli* (*Ec*TonB, AAB59066) predicted to interact with the TonB box are highlighted in black⁴⁴.

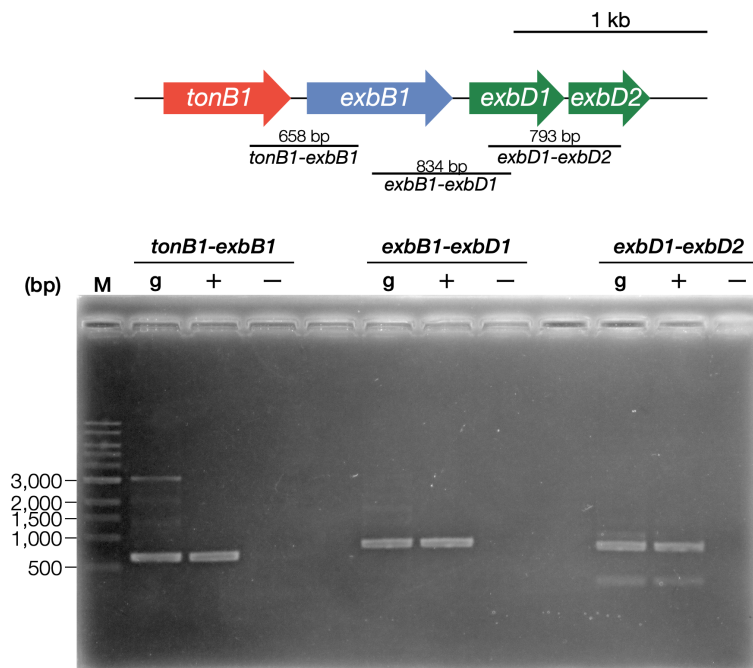

Supplementary Figure 12. RT-PCR analysis of the *tonB1* gene cluster. Total RNA used for cDNA synthesis was isolated from SYK-6 cells grown in Wx-SEMP. The positions of the primer pairs are indicated below the gene map (Supplementary Table 4). Lanes: M, molecular size markers; g, control PCR with the SYK-6 genomic DNA; ‘+’ and ‘-’, RT-PCR with and without reverse transcriptase, respectively.

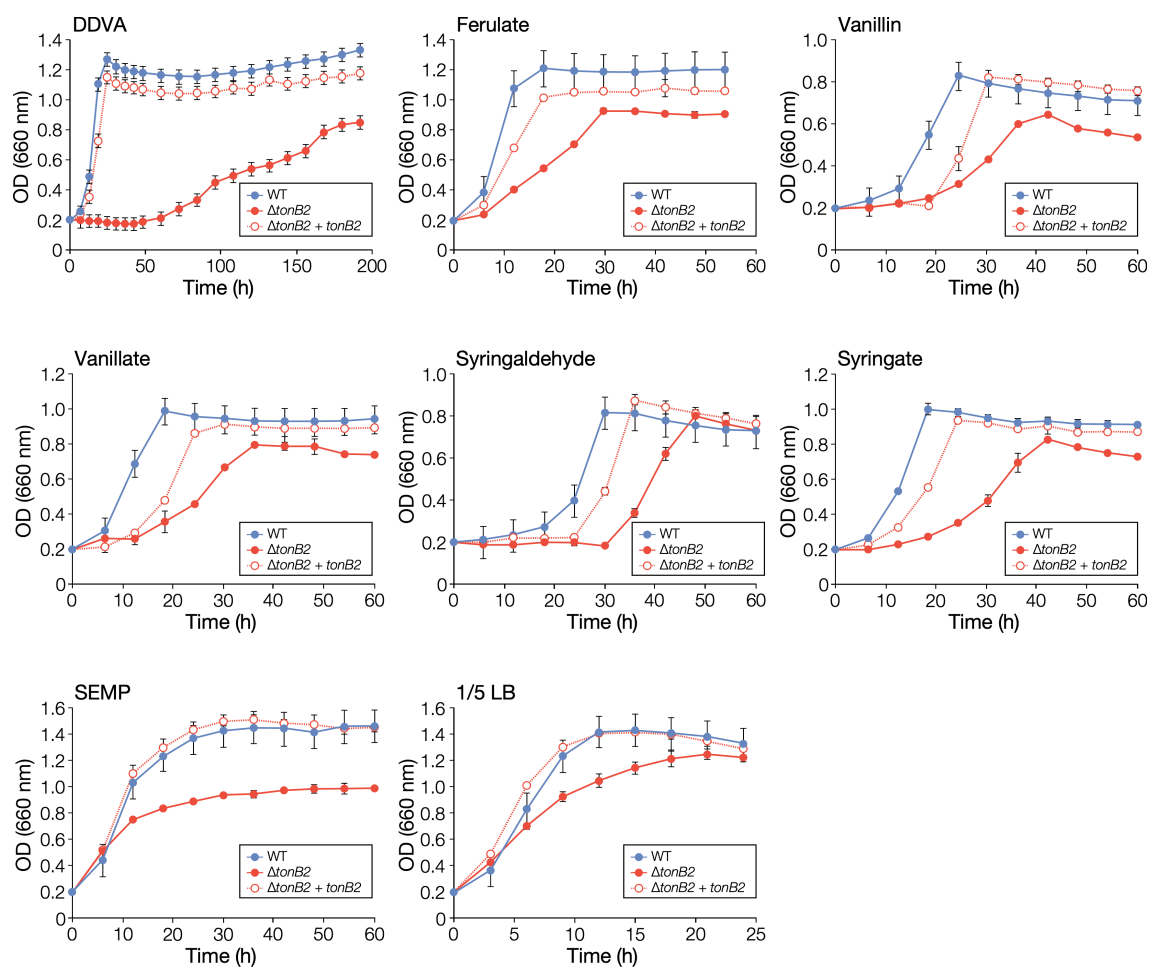

Supplementary Figure 13. Growth of a *tonB2* mutant on lignin-derived aromatic compounds. Cells of SYK-6(pJB861[vector]), $\Delta tonB2$ (pJB861) and $\Delta tonB2$ (pJB-tonB2) were cultured in diluted LB, Wx-SEMP or Wx medium containing 5 mM DDVA, FA, VN, VA, SN and SA, respectively. Cell growth was monitored by measuring the OD₆₆₀. Each value is the average $\pm$ the standard deviation of $n = 3$ independent experiments.

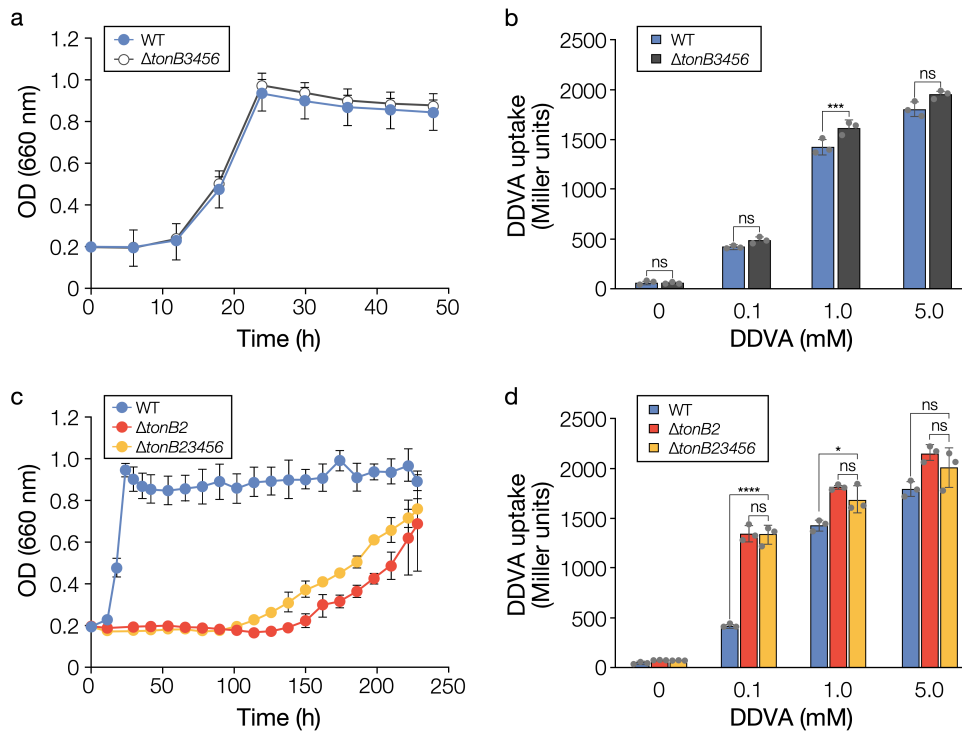

Supplementary Figure 14. Characterisation of *tonB* multiple mutants. **a**, Growth of a *tonB3 tonB4 tonB5 tonB6* quadruple mutant ($\Delta\text{tonB3456}$) on DDVA. Cells of SYK-6 and $\Delta\text{tonB3456}$ were cultured in Wx medium containing 5 mM DDVA. Cell growth was monitored by measuring the OD₆₆₀. **b**, DDVA uptake by $\Delta\text{tonB3456}$ cells. The β -galactosidase activity of cells of SYK-6(pS-XR) and $\Delta\text{tonB3456}$ (pS-XR) incubated in Wx medium containing SEMP with or without DDVA (0.1 mM, 1.0 mM and 5.0 mM) were measured. **c**, Growth of a *tonB2 tonB3 tonB4 tonB5 tonB6* quintuple mutant ($\Delta\text{tonB23456}$) on DDVA. Cells of SYK-6, ΔtonB2 and $\Delta\text{tonB23456}$ were cultured in Wx medium containing 5 mM DDVA. Cell growth was monitored by measuring the OD₆₆₀. **d**, DDVA uptake by $\Delta\text{tonB23456}$ cells. The β -galactosidase activity of cells of SYK-6(pS-XR), ΔtonB2 (pS-XR) and $\Delta\text{tonB23456}$ (pS-XR) incubated in Wx medium containing SEMP with or without DDVA (0.1 mM, 1.0 mM and 5.0 mM) were measured. Each value is the average $\pm$ the standard deviation of $n = 3$ independent experiments. ns, $P > 0.05$, *, $P < 0.05$, ***, $P < 0.001$, ****, $P < 0.0001$ (one-way ANOVA with Dunnett's multiple comparisons post-test).

a

Fig. 2c (anti-DdvT antibodies)

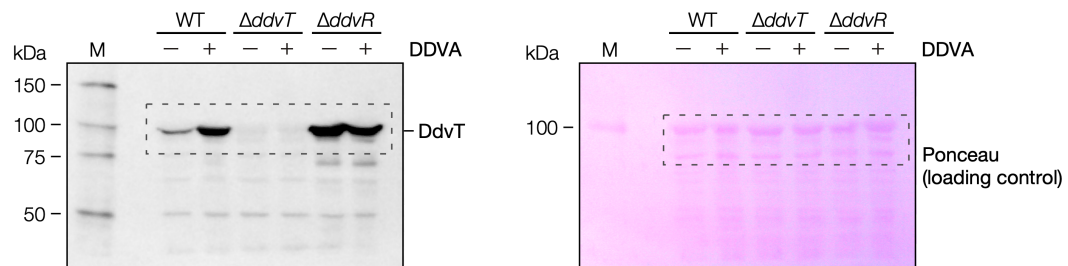

b

Supplementary Figure 6 (anti-DdvT antibodies)

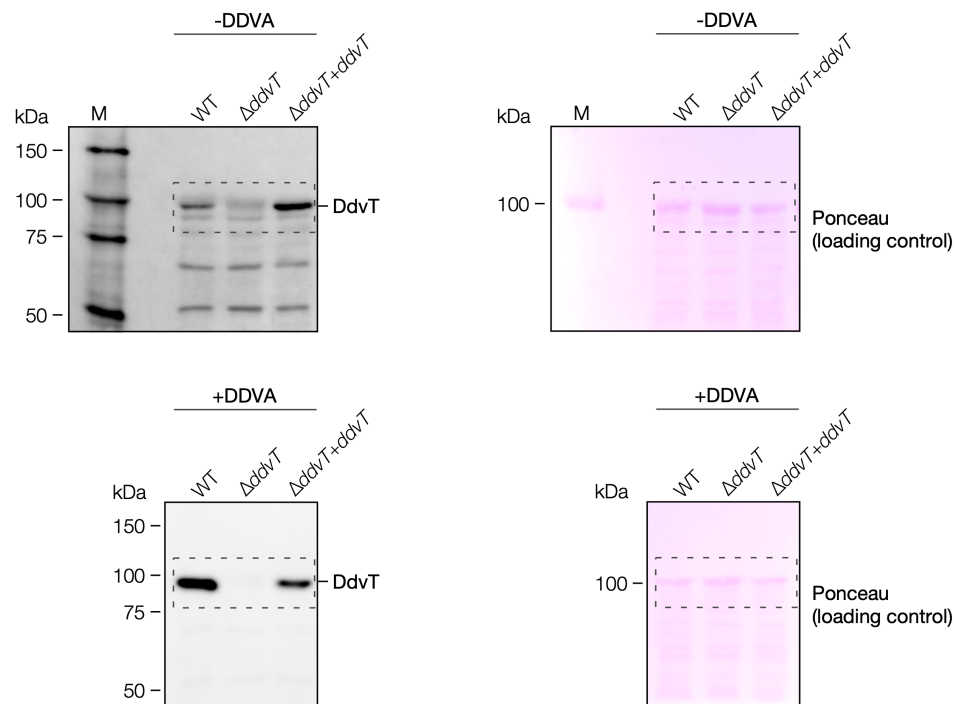

c

Fig. 2h (anti-DdvT antibodies)

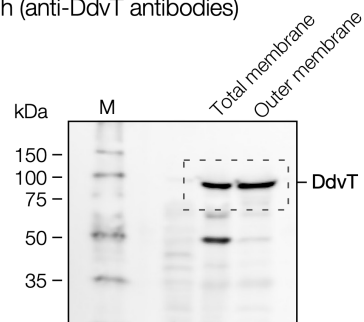

Fig. 2h (anti-His6 antibodies)

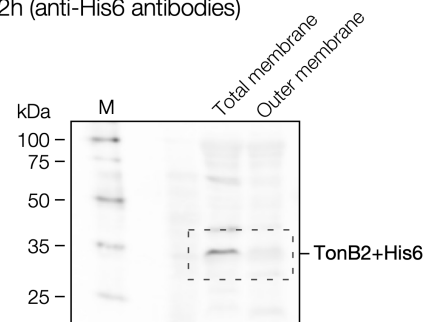

Supplementary Figure 15. Uncropped western blot and ponceau staining images shown in Fig. 2c (a), Supplementary Figure 6 (b), Fig. 2h (c) and Supplementary Figure 9 (d).

d

Supplementary Figure 9 (anti-DdvT antibodies)

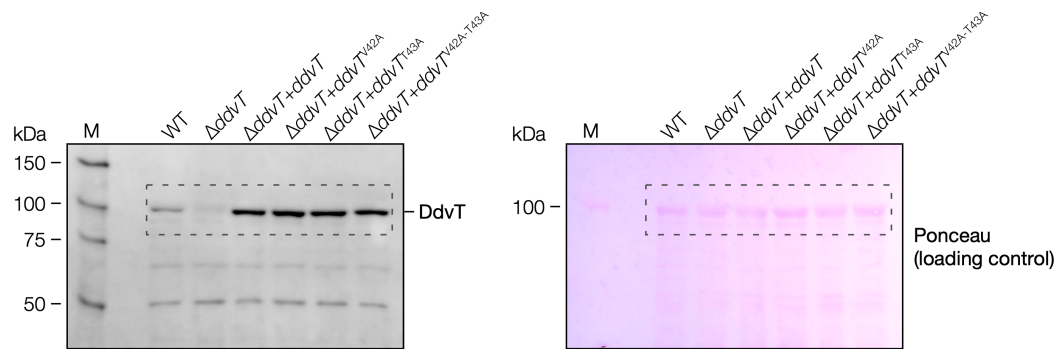

Supplementary Figure 15. –continued.

Supplementary References

- 1 Ravnum, S. & Andersson, D. I. Vitamin B12 repression of the *btuB* gene in *Salmonella typhimurium* is mediated via a translational control which requires leader and coding sequences. *Mol Microbiol* **23**, 35-42, doi:10.1046/j.1365-2958.1997.1761543.x (1997).
- 2 Heller, K., Mann, B. J. & Kadner, R. J. Cloning and expression of the gene for the vitamin B12 receptor protein in the outer membrane of *Escherichia coli*. *J Bacteriol* **161**, 896-903 (1985).
- 3 Menikpurage, I. P., Barraza, D., Meléndez, A. B., Strebe, S. & Mera, P. E. The B12 receptor BtuB alters the membrane integrity of *Caulobacter crescentus*. *Microbiology* **165**, 311-323, doi:10.1099/mic.0.000753 (2019).
- 4 Brickman, T. J. & Armstrong, S. K. Essential role of the iron-regulated outer membrane receptor FhuA in alcaligin siderophore-mediated iron uptake in *Bordetella* species. *J Bacteriol* **181**, 5958-5966 (1999).
- 5 Koebnik, R., Hantke, K. & Braun, V. The TonB-dependent ferrichrome receptor FcuA of *Yersinia enterocolitica*: evidence against a strict co-evolution of receptor structure and substrate specificity. *Mol Microbiol* **7**, 383-393, doi:10.1111/j.1365-2958.1993.tb01130.x (1993).
- 6 Buchanan, S. K. *et al.* Crystal structure of the outer membrane active transporter FepA from *Escherichia coli*. *Nat Struct Biol* **6**, 56-63, doi:10.1038/4931 (1999).
- 7 Killmann, H., Herrmann, C., Torun, A., Jung, G. & Braun, V. TonB of *Escherichia coli* activates FhuA through interaction with the β -barrel. *Microbiology* **148**, 3497-3509, doi:10.1099/00221287-148-11-3497 (2002).
- 8 Sauer, M., Hantke, K. & Braun, V. Ferric-coprogen receptor FhuE of *Escherichia coli*: processing and sequence common to all TonB-dependent outer membrane receptor proteins. *J Bacteriol* **169**, 2044-2049 (1987).
- 9 Llamas, M. A. *et al.* The heterologous siderophores ferrioxamine B and ferrichrome activate signaling pathways in *Pseudomonas aeruginosa*. *J Bacteriol* **188**, 1882-1891, doi:10.1128/JB.188.5.1882-1891.2006 (2006).
- 10 Ankenbauer, R. G. & Quan, H. N. FptA, the Fe(III)-pyochelin receptor of *Pseudomonas aeruginosa*: a phenolate siderophore receptor homologous to hydroxamate siderophore receptors. *J Bacteriol* **176**, 307-319, doi:10.1128/jb.176.2.307-319.1994 (1994).
- 11 Folschweiller, N. *et al.* The pyoverdine receptor FpvA, a TonB-dependent receptor involved in iron uptake by *Pseudomonas aeruginosa* (review). *Mol Membr Biol* **17**, 123-133, doi:10.1080/09687680050197356 (2000).
- 12 Beucher, M. & Sparling, P. F. Cloning, sequencing, and characterization of the gene encoding FrpB, a major iron-regulated, outer membrane protein of *Neisseria gonorrhoeae*. *J Bacteriol* **177**, 2041-2049, doi:10.1128/jb.177.8.2041-2049.1995 (1995).

- 13 Schauer, K., Gouget, B., Carrière, M., Labigne, A. & de Reuse, H. Novel nickel transport mechanism across the bacterial outer membrane energized by the TonB/ExbB/ExbD machinery. *Mol Microbiol* **63**, 1054-1068, doi:10.1111/j.1365-2958.2006.05578.x (2007).
- 14 Grinter, R. *et al.* Structure of the bacterial plant-ferredoxin receptor FusA. *Nat Commun* **7**, 13308, doi:10.1038/ncomms13308 (2016).
- 15 Létoffé, S., Wecker, K., Delepierre, M., Delepelaire, P. & Wandersman, C. Activities of the *Serratia marcescens* heme receptor HasR and isolated plug and β -barrel domains: the β -barrel forms a heme-specific channel. *J Bacteriol* **187**, 4637-4645, doi:10.1128/JB.187.13.4637-4645.2005 (2005).
- 16 Elkins, C., Chen, C. J. & Thomas, C. E. Characterization of the *hgbA* locus encoding a hemoglobin receptor from *Haemophilus ducreyi*. *Infect Immun* **63**, 2194-2200 (1995).
- 17 Balhesteros, H. *et al.* TonB-dependent heme/hemoglobin utilization by *Caulobacter crescentus* HutA. *J Bacteriol* **199**, e00723-00716, doi:10.1128/JB.00723-16 (2017).
- 18 Funahashi, T. *et al.* An iron-regulated gene required for utilization of aerobactin as an exogenous siderophore in *Vibrio parahaemolyticus*. *Microbiology* **149**, 1217-1225, doi:10.1099/mic.0.26066-0 (2003).
- 19 Neugebauer, H. *et al.* ExbBD-dependent transport of maltodextrins through the novel MalA protein across the outer membrane of *Caulobacter crescentus*. *J Bacteriol* **187**, 8300-8311, doi:10.1128/JB.187.24.8300-8311.2005 (2005).
- 20 Eisenbeis, S., Lohmiller, S., Valdebenito, M., Leicht, S. & Braun, V. NagA-dependent uptake of *N*-acetyl-glucosamine and *N*-acetyl-chitin oligosaccharides across the outer membrane of *Caulobacter crescentus*. *J Bacteriol* **190**, 5230-5238, doi:10.1128/JB.00194-08 (2008).
- 21 Morris, J., Donnelly, D. F., O'Neill, E., McConnell, F. & O'Gara, F. Nucleotide sequence analysis and potential environmental distribution of a ferric pseudobactin receptor gene of *Pseudomonas* sp. strain M114. *Mol Gen Genet* **242**, 9-16 (1994).
- 22 Dean, C. R. & Poole, K. Cloning and characterization of the ferric enterobactin receptor gene (*pfeA*) of *Pseudomonas aeruginosa*. *J Bacteriol* **175**, 317-324, doi:10.1128/jb.175.2.317-324.1993 (1993).
- 23 Bitter, W., Marugg, J. D., de Weger, L. A., Tommassen, J. & Weisbeek, P. J. The ferric-pseudobactin receptor PupA of *Pseudomonas putida* WCS358: homology to TonB-dependent *Escherichia coli* receptors and specificity of the protein. *Mol Microbiol* **5**, 647-655, doi:10.1111/j.1365-2958.1991.tb00736.x (1991).
- 24 Koster, M., van de Vossenberg, J., Leong, J. & Weisbeek, P. J. Identification and characterization of the *pupB* gene encoding an inducible ferric-pseudobactin receptor of *Pseudomonas putida* WCS358. *Mol Microbiol* **8**, 591-601, doi:10.1111/j.1365-2958.1993.tb01603.x (1993).
- 25 Lynch, D. *et al.* Genetic organization of the region encoding regulation, biosynthesis, and transport

- of rhizobactin 1021, a siderophore produced by *Sinorhizobium meliloti*. *J Bacteriol* **183**, 2576-2585, doi:10.1128/JB.183.8.2576-2585.2001 (2001).
- 26 Burkhard, K. A. & Wilks, A. Characterization of the outer membrane receptor ShuA from the heme uptake system of *Shigella dysenteriae*. Substrate specificity and identification of the heme protein ligands. *J Biol Chem* **282**, 15126-15136, doi:10.1074/jbc.M611121200 (2007).
  - 27 Modrak, S. K., Melin, M. E. & Bowers, L. M. SucA-dependent uptake of sucrose across the outer membrane of *Caulobacter crescentus*. *J Microbiol* **56**, 648-655, doi:10.1007/s12275-018-8225-x (2018).
  - 28 Blanvillain, S. *et al.* Plant carbohydrate scavenging through TonB-dependent receptors: a feature shared by phytopathogenic and aquatic bacteria. *PLoS One* **2**, e224, doi:ARTN e22410.1371/journal.pone.0000224 (2007).
  - 29 Noto, J. M. & Cornelissen, C. N. Identification of TbpA residues required for transferrin-iron utilization by *Neisseria gonorrhoeae*. *Infect Immun* **76**, 1960-1969, doi:10.1128/IAI.00020-08 (2008).
  - 30 Thomas, C. E., Olsen, B. & Elkins, C. Cloning and characterization of *tdhA*, a locus encoding a TonB-dependent heme receptor from *Haemophilus ducreyi*. *Infect Immun* **66**, 4254-4262 (1998).
  - 31 Calmettes, C. *et al.* The molecular mechanism of Zinc acquisition by the neisserial outer-membrane transporter ZnuD. *Nat Commun* **6**, 7996, doi:10.1038/ncomms8996 (2015).
  - 32 Katayama Y, N. S., Nakamura M, Yano K, Yamasaki M, Morohoshi N, Haraguchi T. Cloning and expression of *Pseudomonas paucimobilis* SYK-6 genes involved in the degradation of vanillate and protocatechuate in *P. putida*. *Mokuzai Gakkaishi* **33**, 77-79 (1987).
  - 33 Mori, K., Kamimura, N. & Masai, E. Identification of the protocatechuate transporter gene in *Sphingobium* sp. strain SYK-6 and effects of overexpression on production of a value-added metabolite. *Appl Microbiol Biotechnol* **102**, 4807-4816, doi:10.1007/s00253-018-8988-3 (2018).
  - 34 Mori, K., Niinuma, K., Fujita, M., Kamimura, N. & Masai, E. DdvK, a novel major facilitator superfamily transporter essential for 5,5'-dehydrodivanillate uptake by *Sphingobium* sp. strain SYK-6. *Appl Environ Microbiol* **84**, doi:10.1128/AEM.01314-18 (2018).
  - 35 Bolivar, F. & Backman, K. Plasmids of *Escherichia coli* as cloning vectors. *Methods Enzymol* **68**, 245-267 (1979).
  - 36 Figurski, D. H. & Helinski, D. R. Replication of an origin-containing derivative of plasmid RK2 dependent on a plasmid function provided in *trans*. *Proc Natl Acad Sci U S A* **76**, 1648-1652, doi:10.1073/pnas.76.4.1648 (1979).
  - 37 Blatny, J. M., Brautaset, T., Winther-Larsen, H. C., Karunakaran, P. & Valla, S. Improved broad-host-range RK2 vectors useful for high and low regulated gene expression levels in Gram-negative bacteria. *Plasmid* **38**, 35-51, doi:10.1006/plas.1997.1294 (1997).
  - 38 Kaczmarczyk, A., Vorholt, J. A. & Francez-Charlot, A. Markerless gene deletion system for

- Sphingomonads. *Appl Environ Microbiol* **78**, 3774-3777, doi:10.1128/AEM.07347-11 (2012).
- 39 Silva-Rocha, R. *et al.* The Standard European Vector Architecture (SEVA): a coherent platform for the analysis and deployment of complex prokaryotic phenotypes. *Nucleic Acids Res* **41**, D666-675, doi:10.1093/nar/gks1119 (2013).
- 40 Hayat, S., Peters, C., Shu, N., Tsirigos, K. D. & Elofsson, A. Inclusion of dyad-repeat pattern improves topology prediction of transmembrane β -barrel proteins. *Bioinformatics* **32**, 1571-1573, doi:10.1093/bioinformatics/btw025 (2016).
- 41 Almagro Armenteros, J. J. *et al.* SignalP 5.0 improves signal peptide predictions using deep neural networks. *Nat Biotechnol* **37**, 420-423, doi:10.1038/s41587-019-0036-z (2019).
- 42 Sievers, F. *et al.* Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. *Molecular systems biology* **7**, 539, doi:10.1038/msb.2011.75 (2011).
- 43 Krogh, A., Larsson, B., von Heijne, G. & Sonnhammer, E. L. Predicting transmembrane protein topology with a hidden Markov model: application to complete genomes. *J Mol Biol* **305**, 567-580, doi:10.1006/jmbi.2000.4315 (2001).
- 44 Oeemig, J. S., Ollila, O. H. S. & Iwaï, H. NMR structure of the C-terminal domain of TonB protein from *Pseudomonas aeruginosa*. *PeerJ* **6**, e5412, doi:10.7717/peerj.5412 (2018).

# Supplementary material for: A TonB-dependent receptor constitutes the outer membrane transport system for a lignin-derived aromatic compound
**Source:** Commun Biol. 2019 Nov 22;2:432. doi: 10.1038/s42003-019-0676-z
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Empower software (Waters software)<br>Lumi Viewer version 2.1 (Aisin Seiki Co., Ltd)<br>GenePix image analysis software (Axon Instruments)
Data analysis	BLAST program<br>EMBOSS program<br>Clustal omega program<br>TMHMM program<br>BOCTOPUS2 program<br>SignalP-5.0 program<br>ImaGene software version 4.0 (BioDiscovery)<br>ArrayPipe version 2.0<br>MacVector program<br>MEGA X version 10.0.5 (Molecular Evolutionary Genetics Analysis software)<br>Excel 2016 (Microsoft Software)<br>GraphPad Prism8 (GraphPad Software)<br>Lumi Vision Analyzer version 2.1 (Aisin Seiki Co., Ltd)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The DNA microarray data have been registered in the Gene Expression Omnibus (GEO) under accession number GSE 134094. All data supporting this study are available within the article and its Supplementary Information file or are available from the corresponding author upon request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to predetermine sample size. Three biological replicates were used in each experiment, allowing data reproducibility.
Data exclusions	No data was excluded in this study.
Replication	All datasets were reproduced on three independent experiments.
Randomization	Not applicable.
Blinding	Not applicable.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

How the deposited data were processed for this re-analysis (not part of the article)

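The samples are 33 in silico pairs, each an array of cells incubated with 1 of 11 compounds beside an array of SEMP cells, with 3 pairs per compound. Every array had been hybridized with cDNA of 1 culture and with genomic DNA. The cDNA values of 36 arrays were used, 33 with a compound and 3 of SEMP cells that all 11 compounds share, and the genomic DNA values were not used. The methods name Cy3 for cDNA and Cy5 for genomic DNA, the labels name Cy3 for SEMP and Cy5 for the compound, and the headers of all 66 scanner files name Cy5 for cDNA. Each ratio was therefore taken as compound over SEMP from the condition of each scanner file, not from its dye, and no swap of dyes is recorded. The samples labelled phenylcoumarane were taken as DCA from the type of compound, and those coded B1 as HMPPD from the chemical name in their labels. Doses and times are those of the methods, which differ from the labels, and the methods name neither for VA and SA.

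The intensity of each spot was read by the authors with ImaGene, per the file headers, as the mean and median of its pixels and of its local background, and was deposited before any background correction or normalization. The log2 values of the deposited value table were made by the authors in ArrayPipe as compound over SEMP per spot, with loess within subgrids per the methods. The position of each column's values was found by setting it against the scanner values in each of the orders the files use, and was then checked on spots called empty, which are blank in every column used here, while 1 such spot holds a value in some of the columns of AV, DCA and VA. The columns of PR and AV are in scanner order and the other 27 in row order across blocks. The columns of PR, VN, PCA, FA, DDVA, HMPPD, SA and GGE follow the log2 ratio of compound over SEMP (r = 0.574 to 0.939 per column across spots, which are not independent replicates) and have medians of -0.017 to 0.015. The 9 columns of AV, DCA and VA do not follow that ratio (r = -0.228 to 0.297) and follow the signal of the compound's array instead (r = 0.704 to 0.814), with medians of 0.21 to 0.22 for AV, 0.05 to 0.07 for DCA and 0.27 to 0.33 for VA. Their reference, centring and direction stay unknown, and they were not used.

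The scanner values were processed here in R (4.3.3) with limma (3.58.1) and statmod (1.5.0). Of 5760 spots, 5538 stand for genes, 218 are controls and 4 carry conflicting locus tags in the annotations of the files and were left out. The compound scan of SA replicate 1 has no identifiers, and its spots were named by position. The background median was removed from the signal mean by normexp with an offset of 50, and log2(compound/SEMP) was normalized by loess within each of 40 subgrids, with weight 0 for controls. Spots of a gene were averaged, giving 4295 genes, 4058 of them with a locus tag, of which 3070 had 1 spot, 1207 had 2 and 18 had 3 or more. Among genes with more than 1 spot, 141 of 639 called pairs of gene and compound have spots that differ by more than 1 on the log2 scale. A linear model with 11 group means was fitted to all 33 pairs, and each mean was tested against 0 with the moderated test of limma, adjusted by Benjamini-Hochberg over all genes of a compound. Genes are called at an adjusted p under 0.05 and a change of at least 2-fold. The median over genes of the moderated SD was 0.163 on the log2 scale. Comparisons between compounds and with the mean of the other 10 compounds used the same values with the SEMP array as a random block.

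Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, with fry and with cameraPR. The lists are TBDR genes, TBDR genes of Supplementary Table 2, the DDVA gene region, the TonB complex, aromatic catabolism, C1 metabolism, ribosomal proteins, ATP synthase, the TCA cycle, chaperones and heat shock, efflux pumps, flagellum and chemotaxis, major facilitator transporters, porins and other outer membrane proteins, oxidative stress, glutamate and proline use, methionine synthesis, and MarR-type and TetR-type regulators. Cold shock proteins have 2 members and were not tested. Membership comes from locus tags in the paper and from words in the symbols and products of the array annotation, so that aromatic catabolism holds a pair of DNA ligases, ATP synthase holds fliI, the TCA cycle holds leuB, chaperones hold a pair of copper chaperones, and metE is not in methionine synthesis. Genes named are every gene the paper names, members of the lists, and the genes with the largest changes of the same sign in all 3 pairs, 10 rises and 10 falls for DDVA and 3 of each for the other compounds. The samples, tests, lists, rule for named genes and alternatives were fixed before the data were examined, although the values in the paper's tables had been seen. After values had been seen, the match of the words for TetR-type regulators was corrected to heed capital letters, because it had also taken tetrahydro- compounds, and 3 control entries that had been counted as genes were removed.

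Pairs of the same number share a SEMP array by construction, and their log ratios deviate together (median r 0.404 between compounds, lowest 0.095). The arrays with a compound were taken as not paired by number. Between single channels of 66 pairs of conditions the median of the mean same-number r was 0.021. In 2 of these, PR with DDVA and DCA with PCA, every same-number r was over 0.1. The numbers in the names of the array images, taken to mark when an array was scanned, form 9 batches. AV was scanned with SEMP, DCA with VA, VN with PCA, and PR with replicate 1 of HMPPD, whereas replicates 2 and 3 of HMPPD, FA, DDVA, SA and GGE were each scanned apart. The fit was tested on simulated data with the spread of these arrays and 4295 genes. For DDVA, 94% of genes changed 1.5-fold, and 100% of those changed 2-fold, 3-fold or 5-fold, had an adjusted p under 0.05, and 0%, 58%, 100% and 100% were also called at 2-fold. Of the unchanged genes, 31 had an adjusted p under 0.05 and 0 of them also reached 2-fold. Beside 200 changed genes, 31 is a larger share of the calls than the 0.05 aimed at. The simulated pairs of the same number shared part of their deviation, for which this fit has no block. Counts by adjusted p alone, without the 2-fold threshold, may therefore hold more false calls than that level states.

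Alternatives were no background correction, plain subtraction, loess over the whole array, median centring, quantile normalization of single channels, the SEMP array or the scan batch as a random block, a separate fit per compound, dim genes or flagged spots left out, the median of spots, the authors' value table, the methods' Dunnett test (multcomp 1.4.28) on the quantile-normalized single channels in place of the methods' ratios after loess within subgrids, no fold threshold, an estimated correlation for the gene lists, and leaving out each replicate. Added after the values had been seen were the median of pixels, SA replicate 1 or VA replicate 3 left out, and leaving out each replicate for the gene lists and the comparisons between compounds. The median signal was 1.77 to 11.4 times the background on the arrays with a compound, and 48 to 108 genes per condition were not above background on any of its 3 arrays. The number of arrays limits the precision.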

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

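The tests of the gap between SEMP arrays and the other arrays for SLG_36760 and for tonB2 with SLG_34550 were set before their values were seen, as were the tests of each compound against SEMP and the comparison of DDVA with HMPPD. The other tests of an explanation, including all 4 on metE, and the comparison of VN with PCA were chosen after the results were seen.

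Among genes whose levels on the arrays the paper does not discuss, metE (SLG_27170), a cobalamin-independent methionine synthase, was lower than in SEMP cells under 9 compounds (6.21-fold to 24.8-fold, 3 of 3 pairs each), while under HMPPD it was higher (log2 ratio 1.60, adjusted p = 4.92e-08 from limma, 3 of 3 pairs, under 2-fold with median centring at 0.97) and under PCA it had 0.56 (adjusted p = 0.0104), which turned to -0.50 with median centring. The effect differed between compounds by a test of the difference, by -4.99 for VN minus PCA, which were scanned in 1 batch (adjusted p = 2.36e-16), and by -5.06 for DDVA minus HMPPD, which have the same dose and time in the methods (adjusted p = 3.02e-16). Against a later harvest than the SEMP control stands the log2 ratio of -3.86, the higher of DCA and PR, which the methods harvest at 2 h like SEMP, and against the scan batch stands -4.36 under AV, scanned with SEMP. Under HMPPD, which uses the same SEMP arrays and has methoxy groups, the log2 ratio was 1.60. That value contradicts a chance high level on the 3 shared SEMP arrays, or the mere presence of methoxy groups, as the sole cause. PCA, the only compound without a methoxy group, was the other under which metE was not called lower. A part for methoxy groups therefore stays open. Whether the cells removed methyl groups from HMPPD was not measured, so that their release as a cause cannot be decided. Another effect of the compound and a difference between the cultures stay open as well, and neither was tested.

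SLG_36760, a TBDR gene, was lower under all 11 compounds, by 5.71-fold to 13.7-fold and in 3 of 3 pairs each. The scan batch as the whole cause is contradicted by a log2 ratio of -2.96 under AV, and a later harvest by -2.77, the highest among PR, DCA and PCA, for which the methods give 2 h. The lowest SEMP array lay above the highest of the 33 other arrays by 2.40 on the log2 scale after quantile normalization, against an SD of 0.21 between SEMP arrays. All 3 SEMP arrays were thus high, not single ones. The gene was flagged for its fall on these same arrays, so that the gap is not independent evidence. Nor can the gap exclude a level common to the 3 SEMP cultures, because the SD measures only the spread among them. A response of the cells to each of these compounds may remain, as a hypothesis, and no biological explanation was tested.

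The genes SLG_34540 (tonB2) and SLG_34550, which the paper places just downstream of it, were lower under 9 and 10 compounds, by 2.66-fold to 5.31-fold and 2.11-fold to 6.25-fold, and the lowest of the latter, under DCA, was not called without replicate 2 (SLG_34550 under DCA -0.90), while median centring called SLG_34540 under PR (-1.06). The scan batch as the whole cause is contradicted by the values under AV, the higher of which is -1.63. A later harvest cannot be told apart, because the highest log2 ratio among PR, DCA and PCA is -0.66, so that these genes may follow the time in part, while under PCA, also at 2 h, they were called lower. A chance level on the SEMP arrays cannot be told apart either, because for SLG_34550 the lowest SEMP array lay only 0.083 above the highest other array, less than the SD of 0.37 between SEMP arrays, and for SLG_34540 these arrays lay at 8.88 and 8.67, with an SD of 0.55.

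The values that follow are log2 ratios over SEMP with the same sign in 3 of 3 pairs, for the genes with the largest rise and the largest fall under each compound among genes whose levels on the arrays the paper does not discuss. The hypothetical protein gene SLG_27180, which lies beside metE by locus tag, had the largest fall under PR (-6.61), AV (-5.75), DCA (-7.33), VA (-6.27), VN (-7.70), FA (-8.03), DDVA (-6.35), SA (-6.61) and GGE (-4.30). Its ratio under PCA was -1.14, the mean of 2 spots that disagree (-2.23 and -0.06), a call that ended with plain subtraction (-0.80) and in the authors' value table (-0.08), and under HMPPD it was -0.31, or -1.46 and called with median centring. The largest fall under PCA was that of SLG_34020, a ferredoxin (-2.95), and under HMPPD that of SLG_10570, a hypothetical protein (-3.36). The syringate O-demethylase gene desA (SLG_25000) had the largest rise under VA (4.29), VN (4.48), FA (3.75) and SA (3.78). The largest rise under PCA was that of the protocatechuate 4,5-dioxygenase gene SLG_12500 (4.07), under AV that of SLG_27210, an aldehyde dehydrogenase (5.29), and under DDVA that of SLG_12940, a formate dehydrogenase subunit (3.19). Under HMPPD it was that of SLG_38380, a putative subunit of a cbb3-type cytochrome oxidase (2.69), and under PR, DCA and GGE those of the hypothetical protein genes SLG_27990 (4.95), SLG_38040 (3.79) and SLG_17440 (3.98).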

How the results depend on the processing

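The median of pixels, the leaving out of SA replicate 1 or VA replicate 3, and leave-one-out for gene lists and comparisons between compounds were chosen after the values were seen, and the other tests before.

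For each compound the count of changed genes stayed within 1.5 times its value with no background correction, whole-array loess, the separate fit and the Dunnett test. It also did so with dim genes or flagged spots left out, the median of spots and the median of pixels. With the scan batch as a block the count stayed there too, but that block cannot take out a difference between batches. Of the compounds, only AV shares a batch with SEMP. Among 501 log2 ratios of named genes (343 in the authors' value table), no called one changed sign under any alternative. With the SEMP array as a random block the counts equal those without it, such as 224 genes under PR. The exceptions are 304 in place of 303 under FA and 231 in place of 230 under DCA. Every compound was paired once with each SEMP array, so that this block leaves the group means unchanged. Near-equal counts are thus given by the design, and do not show that sharing the SEMP arrays is harmless. Beyond 1.5 times, the cause was not tested except for the fold threshold, which by construction adds smaller changes.

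With plain subtraction the counts were 356 under PR, 706 under AV, 406 under DCA, 355 under VA, 456 under VN, 507 under PCA, 498 under FA, 302 under DDVA, 405 under HMPPD, 406 under SA and 351 under GGE, with 25 pairs of an induced TBDR gene and a compound. The authors' value table gave 365 under PR, 424 under VN, 526 under PCA and 522 under FA. It gave 289 under DDVA, 418 under HMPPD, 356 under SA and 396 under GGE. Its columns for AV, DCA and VA were not used here, so that it gives no TBDR counts over 11 compounds. Without the fold threshold there were 2209 under PR, 2501 under AV, 2092 under DCA, 1555 under VA, 2070 under VN, 2369 under PCA, 2451 under FA, 1657 under DDVA, 2232 under HMPPD, 2006 under SA and 2242 under GGE, with 42 TBDR genes, 133 TBDR pairs and 28 pairs of Supplementary Table 2. Median centring gave 330 under VA, 428 under SA and 342 under GGE, quantile normalization 316 under SA, and whole-array loess 25 TBDR pairs. With an estimated correlation 10 gene lists were called.

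The share of changed genes that were higher also moved with the scaling. Median centring gave 52.1% under PR, 24.2% under VA, 46.5% under VN, 34.5% under PCA, 60.4% under FA, 19.8% under DDVA, 25.5% under SA and 19.0% under GGE. Quantile normalization gave 50.4% under VA, 46.2% under SA and 49.4% under GGE. Loess over the whole array gave 54.5% under SA, 48.7% under HMPPD and 47.6% under GGE. With loess within subgrids the shares were 64.3% under PR, 64.1% under VA, 63.8% under VN, 63.4% under PCA, 41.9% under FA, 59.4% under DDVA, 54.3% under HMPPD, 65.6% under SA and 55.4% under GGE. The share under GGE without replicate 3 was 43.5%.

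Leave-one-out gave 225 to 248 genes under PR, 443 to 478 under AV, 213 to 254 under DCA, 166 to 187 under VA, 268 to 289 under VN, 323 to 362 under PCA, 291 to 335 under FA, 164 to 170 under DDVA, 228 to 253 under HMPPD, 206 to 217 under SA and 161 to 226 under GGE, 12 to 13 TBDR genes and 35 to 39 gene lists. The log2 ratio of ddvT under DDVA was 1.66 to 1.88 there, and 1.43 (median centring) to 2.33 (plain subtraction) in the other settings.

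Of these 501 ratios, 430 kept their side of the thresholds with median centring, 65 lost their call and 6 gained one. Quantile normalization kept 434 and ended 66 calls, the Dunnett test, which was run on the same quantile-normalized channels and so changes the test and the normalization together, 432 and 68, whole-array loess 463 and 36, and plain subtraction 486 and 4. The authors' value table kept 321 of 343 and ended 15. Signal over background was lowest on arrays of SA and VA, which limits weak genes there.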

Differences from the paper's values

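The alternatives named here were set before the data were examined, and of the tests here only the leaving out of a replicate in the comparison with the other compounds was chosen after the values were seen. Of the 28 pairs of a TBDR gene and a compound for which Supplementary Table 2 gives a fold over SEMP, 19 lay within 1.5 times of the paper's fold or within the replicate SD, and 9 did not, each with a lower fold here. In all, 26 of the 28 had a lower fold than the paper's. With plain subtraction of the background 3 of the 28 lay apart by the same measure.

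SLG_02360 under AV was 1.53-fold higher here, against the paper's 3.34, and came near it with loess over the whole array (2.58) but with none of the other alternatives. SLG_09260 under HMPPD was 10.4-fold higher, against the paper's 23.4, and came near it with plain subtraction (19.1) and in the authors' value table (19.0). SLG_09260 under DCA was 1.82-fold higher, against the paper's 3.41, and came near it with plain subtraction (2.69) alone. SLG_16980 was 1.81-fold higher under AV, against the paper's 3.03, and 1.85-fold higher under SA, against the paper's 3.04. Plain subtraction brought these to 2.08 and 2.15, and the authors' value table gave 2.20 under SA. SLG_27890 under PR was 5.87-fold higher, against the paper's 10.9, and came near it with plain subtraction (8.99) and in the authors' value table (7.74). SLG_31810 under AV was 1.35-fold higher, against the paper's 2.04, and came within 1.5 times of it with no background correction (1.37), plain subtraction (1.71) and without replicate 1 (1.38). SLG_12400 under AV was 4.26-fold higher, against the paper's 11.9, and SLG_38050 under DCA was 13.8-fold higher, against the paper's 35.4, and no alternative brought either within 1.5 times. For the pairs of this paragraph, the alternatives not named left the value apart from the paper's. The columns of AV, DCA and VA in the authors' value table were not used here.

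The fold of ddvT (SLG_07650) under DDVA was 3.39 here, against the paper's 4.87, which is within 1.5 times. It was 5.04 with plain subtraction and 4.95 in the authors' value table, and it lay more than 1.5 times below the paper's with loess over the whole array (3.09), median centring (2.69), quantile normalization or the Dunnett test (3.18) and without replicate 3 (3.17).

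The paper counts 17 TBDR genes as induced at least 2-fold, and 12 of these were called here in limma at an adjusted p under 0.05 and 2-fold, with no TBDR gene outside the 17. The methods name Dunnett's test at p under 0.05. That test was run here on quantile-normalized single channels, not on ratios normalized by loess within subgrids as in the methods, and at 2-fold its count was 13, of which 12 are among the 17, the same as for quantile normalization with limma. The 5 genes not called here are SLG_02360, SLG_16980, SLG_28190, SLG_31810 and SLG_34070. Plain subtraction called 16 TBDR genes, among them 15 of the 17, all but SLG_02360 and SLG_31810. Whole-array loess called 15, with 14 of the 17, adding SLG_02360 and SLG_28190 to the 12. Median centring called 16, with 14 of the 17, adding SLG_28190 and SLG_34070. Leaving out replicate 3 added SLG_34070, and the authors' value table called SLG_16980 under SA and SLG_34070 under FA and PCA. With no fold threshold 42 TBDR genes were called, all of the 17 and 25 others.

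Among genes called here for some other compound of that table, SLG_04460 under GGE, SLG_09260 under DCA, SLG_27890 under AV, SLG_36280 under PCA and SLG_38050 under DDVA were not called. The authors' value table called SLG_04460 under GGE (log2 ratio 1.07) and SLG_36280 under PCA (1.05), leaving out replicate 2 called SLG_04460 under GGE (1.16), and plain subtraction called SLG_09260 under DCA (1.43). For SLG_27890 under AV (0.62) and SLG_38050 under DDVA (0.57) only the omission of the fold threshold gave a call.

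The paper describes the induction of these genes as specific. In 25 of the 28 pairs the gene was higher under the compound than in the mean of the other 10 compounds at an adjusted p under 0.05. The 3 exceptions are SLG_04460 under GGE (difference 0.63 on the log2 scale, adjusted p = 0.0686 in limma, or 0.72 and 0.0264 with quantile normalization and 0.94 and 0.0423 without replicate 2), SLG_27890 under AV (0.07, adjusted p = 0.370) and SLG_38050 under DDVA (0.002, adjusted p = 0.980). With loess over the whole array SLG_34070 under PCA did not pass that threshold either (0.17, adjusted p = 0.154). A pair above the mean can still lie below another compound, as SLG_27890 did under HMPPD (log2 ratio over SEMP 1.36, against 2.55 under PR).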

Other observations

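The tests chosen after the values were seen are the comparisons within a scan batch and those that leave out a replicate in lists and comparisons between compounds, whereas the other comparisons, the gene lists and the splits of the samples were set in advance. Genes are called by limma at an adjusted p under 0.05 and 2-fold, each gene named here changed in the same direction in 3 of 3 pairs, and lists were tested with camera of limma.

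Incubation with several other compounds also raised genes that break down aromatic rings or remove methyl groups. Acetovanillone raised 15 of 38 genes of aromatic catabolism and lowered 1 (adjusted p = 9.96e-06, and 0.0235 with an estimated correlation), among them the protocatechuate 4,5-dioxygenase genes SLG_37520 (24.6-fold) and SLG_37530 (21.0-fold) and desB (SLG_03330, 12.5-fold). With DCA, 11 of the 38 were higher and 0 lower (8 lower at an unadjusted p under 0.05 in limma, list adjusted p = 1.78e-04, estimated 0.0288), with ligM (SLG_12740) at 10.2-fold and desA (SLG_25000) at 8.77-fold. With VA, 10 were higher and 0 lower (4 lower at an unadjusted p under 0.05, list adjusted p = 1.55e-05, estimated 0.0135), with ligM at 8.07-fold. The list was higher with VN (11 genes higher, 1 lower, adjusted p = 0.0152), FA (11 higher, adjusted p = 0.0299) and SA (9 higher, adjusted p = 0.00396), with 0 lower under FA and SA (12 and 9 at an unadjusted p under 0.05), but with an estimated correlation none of these 3 was called (adjusted p = 0.169, 0.267 and 0.0920). Single genes there were ligM under VN (11.8-fold), FA (7.62-fold) and SA (6.46-fold), and with ferulate ferB (SLG_25030, 4.45-fold) and ferA (SLG_25020, 3.30-fold). Under PCA the protocatechuate genes ligA (SLG_12510), ligC (SLG_12490) and ligJ (SLG_12520) rose 15.3-fold, 13.0-fold and 4.35-fold, but the list was not called by camera (5 genes higher, adjusted p = 0.695). Nor was it called under PR (2 genes higher, 1 lower, adjusted p = 0.952), HMPPD (4 higher, adjusted p = 0.0943) or GGE (4 higher, adjusted p = 0.100). The list of C1 metabolism (9 genes) had 3 genes higher with VA (adjusted p = 1.55e-05, estimated 0.0135), and 4, 4, 3 and 3 with DCA, VN, FA and SA (adjusted p = 0.00839, 0.00119, 1.43e-04 and 0.00221), of which none was called with an estimated correlation (0.113, 0.0880, 0.0579 and 0.0920). That list was not called under AV (4 genes higher, adjusted p = 0.204), PCA, HMPPD and GGE (1 higher each, adjusted p = 0.695, 0.393 and 0.663) or PR, where limma called 0 genes higher (2 at an unadjusted p under 0.05).

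Chaperones and heat shock proteins (19 genes) were higher as a list with VA (6 genes, adjusted p = 1.98e-07, estimated 0.00415), with the small heat shock gene SLG_22820 at 4.95-fold and groES (SLG_00810) at 2.82-fold, and with HMPPD (5 genes, adjusted p = 4.72e-07, estimated 0.00550), with groEL (SLG_00820) at 4.49-fold and SLG_26780 at 3.58-fold. With AV (5 genes, adjusted p = 0.0162), VN (4, adjusted p = 0.00204), PCA (4, adjusted p = 7.94e-04) and FA (1, adjusted p = 0.00141) the list was called with the preset correlation but not with an estimated one (0.162, 0.0880, 0.0866 and 0.0747). Under PCA, SLG_26780 rose 15.9-fold and dnaJ (SLG_16090) 2.94-fold, and under AV groEL rose 6.20-fold.

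Dehydrodiconiferyl alcohol raised 4 of 42 efflux pump genes and lowered 0 (5 at an unadjusted p under 0.05 in limma, list adjusted p = 0.00251, estimated 0.00697). They are the neighbours by locus tag SLG_34630 (9.02-fold), SLG_34620 (4.47-fold) and SLG_34610 (2.81-fold), and SLG_07490 (2.11-fold), whose call ended without replicate 3 at a log2 ratio of 0.89. The same cells had 6 of 56 ribosomal protein genes higher and 0 lower (5 at an unadjusted p under 0.05, list adjusted p = 1.32e-05, estimated 0.00919), among them rpsA (SLG_16560, 2.38-fold), whereas with AV 3 of the 56 were lower and 0 higher (12 at an unadjusted p under 0.05, list adjusted p = 0.0226, estimated 0.162). Flagellum and chemotaxis genes (43) were higher as a list with AV (7 genes, adjusted p = 1.85e-04), PCA (3, adjusted p = 0.00467) and SA (4, adjusted p = 2.81e-06), none of them with an estimated correlation (0.162, 0.610 and 0.0920), with flagellin, fliC (SLG_02960), at 6.03-fold under AV and 3.90-fold under SA.

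The TBDR genes (74) were lower as a list under PR (adjusted p = 0.00887), VN (0.0218) and FA (0.0200), none with an estimated correlation (0.320, 0.175 and 0.267). The 17 genes of Supplementary Table 2 were chosen by the study for a rise on these arrays, so that a test of their rise as a list decides nothing. ATP synthase (12 genes) was higher as a list under DCA (adjusted p = 0.0110), VA (0.0391) and SA (0.0111), with 0 called members in each, against 9, 6 and 8 higher at an unadjusted p under 0.05 in limma. The mean of its genes turned negative with median centring under VA and SA, and with an estimated correlation it was not called (0.106, 0.175 and 0.0920). Other lists past the threshold with the preset correlation alone were oxidative stress (adjusted p = 0.0192) and glutamate and proline use (0.0374) under AV, MarR-type regulators under PCA, which were lower (0.0337), and the DDVA gene region (0.0138) and the TonB complex (0.0456) under SA.

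Between the full sets of genes, 575 differed between DDVA and AV, 261 between DDVA and VN, 214 between DDVA and GGE, 157 between DDVA and FA and 152 between DDVA and HMPPD, all at the same dose and time in the methods but scanned in different batches. Counts at that dose and time were 203 for AV against VN, 570 for AV against FA, 497 for AV against HMPPD and 406 for AV against GGE. They were 236, 253 and 258 for VN against FA, HMPPD and GGE, 173 and 369 for FA against HMPPD and GGE, and 258 for HMPPD against GGE. DCA and PR, at 2 mM and 2 h, differed in 218 genes. Within a scan batch, VN and PCA differed in 318 genes, with desA (SLG_25000) and ligM (SLG_12740) higher with VN by 4.22 and 3.42 on the log2 scale, and DCA and VA in 200. In the methods VN and PCA differ in time, and VA has no stated time.

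Among single genes, SLG_06540, a hypothetical protein, rose 36.8-fold and ccoN (SLG_38400), a cbb3-type cytochrome oxidase subunit, 34.9-fold under AV. Under PR the largest rises after SLG_27990 were those of SLG_20150, a putative cytochrome P450 (11.3-fold), and SLG_20170, a putative oxidoreductase (10.7-fold). SLG_38360, annotated as a nitrogen fixation protein FixG, rose 12.1-fold under VN and ccoP (SLG_38370) 6.23-fold under HMPPD. Under GGE, SLG_07510, an efflux pump outer membrane protein, rose 5.81-fold and SLG_15520, an outer membrane protein OmpH, was 9.36-fold lower. SLG_19780, a hypothetical protein, was 8.73-fold higher under SA. SLG_09230, a hypothetical protein, was 7.91-fold higher under SA (adjusted p = 0.00427 from limma). That mean is a lower bound only in that the signal in SEMP cells was not above background. It takes no account of the spread between arrays.

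The 6 arrays of a compound and SEMP were also split in all 10 ways into groups of 3, on single channels after quantile normalization, and tested with limma. The real split called 239 genes under PR, 448 under AV, 186 under DCA, 249 under VA, 266 under VN, 374 under PCA, 229 under FA, 191 under DDVA, 192 under HMPPD, 309 under SA and 262 under GGE. The highest of the other splits called 0 genes for each compound. With 10 splits the real one is 1 of 10, and they are too few for a share under 0.05.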
